# Somatic cell fate maintenance in mouse fetal testes via autocrine/paracrine action of AMH and activin B

**DOI:** 10.1038/s41467-022-31486-y

**Published:** 2022-07-15

**Authors:** Karina F. Rodriguez, Paula R. Brown, Ciro M. Amato, Barbara Nicol, Chia-Feng Liu, Xin Xu, Humphrey Hung-Chang Yao

**Keywords:** Embryology, Gonadal disorders, Reproductive biology, Differentiation, Transdifferentiation

## Abstract

Fate determination and maintenance of fetal testes in most mammals occur cell autonomously as a result of the action of key transcription factors in Sertoli cells. However, the cases of freemartin, where an XX twin develops testis structures under the influence of an XY twin, imply that hormonal factor(s) from the XY embryo contribute to sex reversal of the XX twin. Here we show that in mouse XY embryos, Sertoli cell-derived anti-Mullerian hormone (AMH) and activin B together maintain Sertoli cell identity. Sertoli cells in the gonadal poles of XY embryos lacking both AMH and activin B transdifferentiate into their female counterpart granulosa cells, leading to ovotestis formation. The ovotestes remain to adulthood and produce both sperm and oocytes, although there are few of the former and the latter fail to mature. Finally, the ability of XY mice to masculinize ovaries is lost in the absence of these two factors. These results provide insight into fate maintenance of fetal testes through the action of putative freemartin factors.

## Abstract (web summary)

Fate determination and maintenance of foetal testes in most animals occurs cell autonomously. Here the authors show in mouse XY embryos that Sertoli cell derived AMH and activin B together maintain Sertoli cell identity, and lack of both AMH and activin B leads to transdifferentiation into female granulosa cells.

## Introduction

The first morphogenetic event in sex determination is defined by the transformation of the gonadal primordium into a testis or an ovary. In most eutherian mammals, including humans and mice, the Y chromosome-linked transcription factor SRY steers the bipotential somatic cells toward the Sertoli cell lineage. Sertoli cells are responsible for testis morphogenesis, appearance of other somatic cell lineages, and differentiation of male germ cells^1,2^. In the absence of SRY, bipotential somatic cells differentiate into the ovarian granulosa cell lineage that express FOXL2. This lineage plasticity remains in Sertoli cells even when they become fully differentiated. DMRT1, also a transcription factor, is indispensable for the maintenance of Sertoli cell identity in adulthood. Without DMRT1, mature Sertoli cells transdifferentiate into FOXL2-positive granulosa cells^3,4,5^. These observations indicate that the initial establishment of the Sertoli cell lineage in the fetal testis depends on the transcriptional action of SRY while the maintenance of their identity in adulthood is dependent upon DMRT1 expression, both occurring in a cell-autonomously manner. However, this cell-autonomous mechanism of testis determination seems to be contradicted by the naturally occurring freemartin cases and experimental rodent models, which develop testis structures in the absence of Y chromosomes and SRY-dependent gene expression. In freemartin cases in sheep and cows, when the pregnant female carried XY and XX twins, the XX twin was often masculinized with the appearance of testicular structures in the ovary^6–13^. In experimental rodent models, when fetal ovaries were transplanted to an adult XY individual, the fetal ovaries lost their identity and became testis-like^14–16^. These observations suggest that hormone-like factor(s) produced in the XY individual could influence the somatic cell fate of the transplanted gonads.

Androgens and anti-Müllerian hormone (AMH) fit the profile of such factors because they are the hormones first produced by the fetal testis^17,18^. Androgens, despite their masculinizing effects on the male reproductive tract, do not have testis-inducing capacity as exposure of female embryos to androgens fail to induce testicular structures in the ovary of various species^19–23^. On the other hand, AMH induced freemartin effects on cultured sheep and rat ovaries^12,24,25^ and the AMH-AMH receptor system was identified as the master testis-determining gene in other species (reviewed in Pan et al.^26^). However, mice and humans lacking functional AMH had normal testis morphogenesis^27–29^ and fetal mouse ovaries cultured in the presence of AMH did not develop testicular cell markers^27^, suggesting other factors could compensate for its loss. We found that Sertoli cells in the mouse fetal testes express the gene inhibin beta B (*Inhbb*), whose protein products form the homodimers for activin B, a member of the transforming growth factor family, as is AMH^30^. The lack of expression of other inhibin beta subunits in fetal Sertoli cells indicate activin B as the main protein dimer produced by Sertoli cells. Similar to the *Amh* knockout mice, fetal testes of *Inhbb* knockout male developed normally despite minor vasculature defects^30^. To examine whether AMH and activin B could function synergistically or redundantly in facilitating testis morphogenesis, we generated mouse embryos lacking both *Amh* and *Inhbb* (*Amh*^−/−^; *Inhbb*^−/−^ or dKO hereafter) and examined the development of fetal testes.

Here, we show that mouse XY embryos lacking Sertoli cell-derived hormones AMH and activin B fail to maintain Sertoli cell fate at the gonadal poles, where Sertoli cells transdifferentiate into the female counterpart, granulosa cells, leading to ovotestis formation. The ovotestis remain to adulthood and are capable of producing both sperm and oocytes. Finally, the ability of XY mice to masculinize XX gonads is lost in the absence of these two factors.

## Results and discussion

### Loss of *Amh* and *Inhbb* results in XY ovotestis formation

Adult dKO XY mice had male external genitalia indistinguishable from the control XY mice (Fig. 1A, B). Internally, however, dKO XY mice developed as intersex with the presence of ovotestes and both male and female reproductive tracts (Fig. 1A, B and Sup Fig. 1). The ovotestes in the adult dKO XY mice were smaller than the testes of their wildtype littermates. In most cases, the ovotestes were cryptorchid, as a result of the presence of the female reproductive tract^28^. The ovotestis contained seminiferous tubules in the center and ovarian structures with follicles in the poles (Fig. 1D). The ovarian domains of the ovotestis contained follicles up to the preantral stages without the presence of corpus lutea, indicating that ovulation did not occur (Fig. 1G). The lineage marker for Sertoli cells (DMRT1) was properly detected in the seminiferous tubules of the control XY testis (Fig. 1F) and dKO ovotestis (Fig. 1H). The granulosa cell marker (FOXL2) was detected in the ovarian follicles of the ovotestis (Fig. 1H) but not in the control XY testis (Fig. 1F). To examine whether the follicles in the ovotestis can support oocyte development, we injected adult dKO XY and control XX mice with PMSG to induce follicular development and collected oocytes by mechanically disrupting the ovarian domains. Oocytes obtained from the ovotestis were morphologically comparable to those collected from control XX mice with the presence of germinal vesicles; however, they failed to mature in vitro (Fig. 1K, L). Spermatogenesis was incomplete in most seminiferous tubules of the ovotestis and few mature sperm were found in the epididymides of the dKO XY mice compared to their control XY littermates. These observations are likely caused by the dKO XY testes being cryptorchid (Fig. 1C–E, G, I, J).

**Fig. 1:**
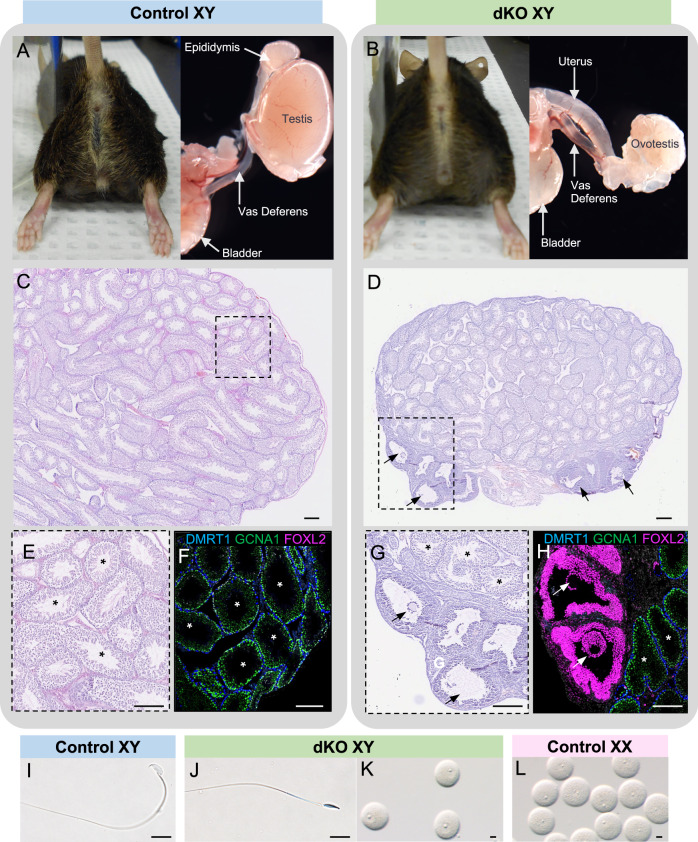
Loss of Amh/Inhbb in the XY mice leads to intersex phenotypes with ovotestis that produce oocytes and sperm in adulthood. **A**, **B** The external and internal genitalia of the five months old control and dKO XY mice. **C**, **D** Hematoxylin & Eosin staining of a section of control and dKO XY gonads at five months of age. Scale bar = 200 µm. **E**, **G** Higher magnification of the dotted lined area in **C**, **D**. **F**, **H** Immunofluorescence for DMRT1 (Sertoli cells, blue), GCNA1 (germ cells, green), and FOXL2 (granulosa cells, pink) in control and dKO XY gonads. Stars and arrows mark seminiferous tubules and follicles, respectively. Scale bar = 200 µm. **I**–**L** Sperm and oocytes were recovered from the control XY (sperm only, *n* = 2/2), control XX (oocytes only, *n* = 4/4) and dKO XY mice (both sperm and oocyte, *n* = 2/4) 46 h after PMSG stimulation. Scale bar = 25 µm.

### Initial testis formation is normal in *Amh/Inhbb* dKO mice

We next investigated whether the partial sex-reversal phenotype in the dKO testis resulted from failure to initiate the molecular program for testis morphogenesis or to maintain the established testis fate. At embryonic day 12.5 (E12.5), one day after the initiation of testis morphogenesis, *Amh/Inhbb* dKO testes were morphologically indistinguishable from the wildtype testes. SOX9-positive Sertoli cells formed properly in both wildtype (Fig. 2A) and dKO testis (Fig. 2B). In addition, the basal membrane component laminin delineated the forming testis cords in both control and dKO testis with NR2F2 + cells in the interstitium (Fig. 2D, E). FOXL2, the lineage marker for granulosa cells, was absent in the testes of both the control and dKO XY gonad (Fig. 2A, B, D, E) at this stage while its expression was evident as expected in the control ovary (Fig. 2C, F). The global gene expression profiles between control and dKO XY gonads were statistically indistinguishable at E12.5 with similar clustering of individual samples among the three genotypes (control XY, dKO XY, and control XX gonads) (Fig. 2G, H, 2-fold, *p* < 0.05). Most importantly, the genes critical for Sertoli cell fate determination and differentiation (*Sox9* and *Fgf9*, Fig. 2I) and genes involved in ovarian fate determination (*Fst* and *Rspo1*) were not different between control XY and dKO XY gonads. This evidence indicated that testis determination and Sertoli cell fate specification were not compromised in the absence of AMH and activin B.

**Fig. 2:**
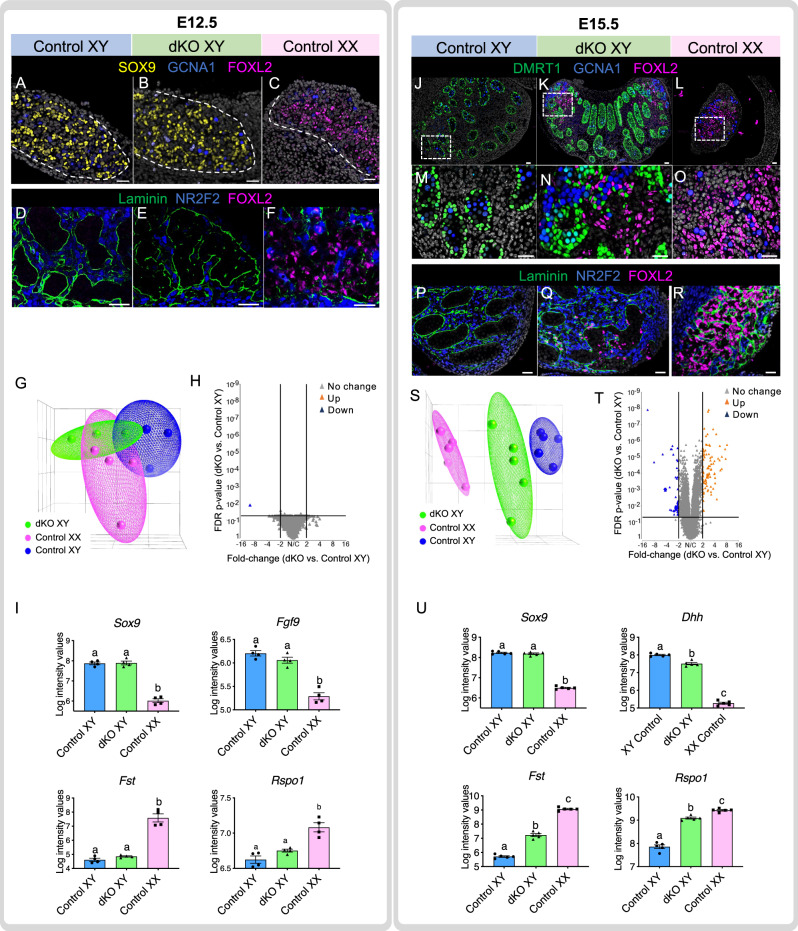
*Amh/Inhbb* dKO XY testis forms normally at E12.5 but becomes ovotestis by E15.5. **A**–**C** Immunofluorescence for SOX9 (Sertoli cells, yellow), GCNA1 (germ cells, blue), and FOXL2 (granulosa cells, pink) and **D**–**F** LAMININ (basal membrane, green), NR2F2 (interstitial cells, blue), and FOXL2 (granulosa cell, pink) on control XY (*n* = 4), dKO XY (*n* = 4), and control XX (*n* = 4) gonads at E12.5. **A**–**C** Dash lines highlight the boundary between the gonad and mesonephros. Scale bars = 25 um. **G** Principal Component Analysis (PCA) of the transcriptome of whole gonads at E12.5. **H** Volcano plot shows differentially expressed genes between the control XY and dKO gonads at E12.5 (2-fold, one-way ANOVA, FDR-corrected *p*-value < 0.05). **I** Relative mRNA expression level for genes critical for sex determination of the XY gonads (*Sox9* and *Fgf9*) and XX gonads (*Fst* and *Rspo1*), *N* = 4 per group. Different letters indicate statistical difference (one-way ANOVA, Tukey’s means separation test, *p* < 0.001). **J**–**O** Immunofluorescence for DMRT1 (Sertoli cells, green), GCNA1 (germ cells, blue), and FOXL2 (granulosa cells, pink). **M**–**O** higher magnification of inset shown in **J**–**L**. **P**–**R** LAMININ (basal membrane, green), NR2F2 (interstitial cells, blue), and FOXL2 (granulosa cells, pink) on control XY (*n* = 4), dKO XY (*n* = 4), and control XX gonads (*n* = 4) at E15.5. **S** Principal Component Analysis (PCA) of the transcriptome of whole gonads at E15.5. **T** Volcano plot shows differentially expressed genes between the control XY and dKO XY gonad at E15.5 (2-fold, one-way ANOVA, FDR-corrected *p*-value < 0.05). **U** Relative mRNA expression level for genes in the XY gonads (*Sox9* and *Dhh*) and XX gonads (*Fst* and *Rspo1)* *N* = 4 per group. Different letters indicate statistical difference (one-way ANOVA, Tukey’s means separation test, *p* < 0.001). **I**, **U** depict means ± SE of log intensity values. Source data are provided as a Source Data file. All data were collected from biologically independent samples.

### Ovarian domains appear at the poles of *Amh*/*Inhbb* dKO testes

In contrast to the lack of effects at E12.5, morphological and molecular differences between the dKO and control XY gonads became apparent at E15.5 when the morphogenetic events were almost completed. The characteristic cord structure outlined by DMRT1-positive Sertoli cells in the control testis was mostly disintegrated in the poles of the dKO XY gonad (Fig. 2J, K, M, N). Cells positive for FOXL2 and negative for DMRT1 (Fig. 2K, N) appeared side-by-side, leading to a typical feature of an ovotestis^31^. The disintegration of testis cords in the poles of dKO XY gonad became apparent by the diminished laminin deposition and the appearance of FOXL2 + cells (Fig. 2P–R). Germ cells in the poles of the dKO XY gonad entered meiosis and became positive for the meiotic marker SYCP3 (comparable to the germs cells in the control ovary in Sup Fig. 2H, I). On the contrary, germ cells inside the cords at the center of the dKO gonads did not enter meiosis, comparable to the control testis (Sup Fig. 2F, G). Germ cells in the ovarian and testicular domains continued the program of folliculogenesis and spermatogenesis, respectively, into adulthood (Fig. 1D, G, H). Furthermore, the transcriptomic profile of the dKO XY gonads at E15.5 fell in between the control XY and XX transcriptomes (Fig. 2S). When comparing the transcriptome profiles between dKO and control XY gonads (Fig. 2T, 2-fold, *p* < 0.05), 98 genes were upregulated in the dKO testis. Among them, 88 (or 90%) were genes enriched in the ovary (Supp Fig. 3A), including ovarian somatic cell markers *Runx1, Rspo1, Foxl2,* and the meiosis marker *Stra8* (Fig. 2U and Supp Fig. 3C). On the other hand, 55 genes were downregulated in the dKO XY gonad. Among them, 48 (or 87%) were testis-enriched genes such as *Fshr, Serpina5, Ccl17 and Kazald1*. The transcriptional profile of genes markers for pre-Sertoli and Fetal Leydig cells (such as steroidogenic genes) between dKO and control XY testis was similar (Fig. 2U and Suppl Fig. 3C). These observations together indicate that the gonad in the *Amh/Inhbb* dKO male was committed to the testicular program at the beginning of testis morphogenesis (E12.5) but failed to maintain its identity as development continued (E15.5) as a result of the uprising ovarian program. These results implicate that AMH and activin B act synergistically in the fetal testis to suppress the ovarian program. The fact that complete XY to XX sex reversal did not occur in the absence of *Amh/Inhbb* suggests that other factors could compensate for the loss of these two factors, which both belong to the TGF-beta superfamily. Indeed, other TGF-beta ligands such as inhibin beta A (*Inhba*) and *Tgfb2* are expressed by various cell types in the XY gonads (Supp Fig. 4), which could have redundant roles as AMH and activin B.

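In the single cell mRNA data from E15.5 gonads, with 2 libraries per genotype, the UMIs of each gene were summed over the cells of one type in one library and divided by all UMIs of those cells (given as CPM). *Inhba*, which lies on chromosome 13 of GRCm38 from 16011851 to 16031621, was highest in the interstitial cells of control XY gonads, at 428 ± 12.5 CPM (SD, n = 2). Leydig cells of the same libraries had 139 ± 14.5 CPM of *Inhba*, Sertoli cells 79.7 ± 1.33 CPM and endothelial cells 22.9 ± 5.25 CPM. In dKO XY gonads, interstitial cells had 178 ± 6.92 CPM of *Inhba*, a difference from control XY larger than the spread between replicates. *Inhba* was among the leading genes of an interstitial cluster that held 63.6% and 62.1% of these cells in control XY, but 48.0% and 40.2% in dKO XY. Part of the difference may thus come from the mix of interstitial clusters. *Tgfb2*, on chromosome 1 from 186622792 to 186705989, was at 159 ± 18.2 CPM in pericytes, 150 ± 66.0 CPM in epithelial cells and 112 ± 9.70 CPM in interstitial cells of control XY gonads. Its level in Leydig cells, 21.2 ± 0.578 CPM, and in Sertoli cells, 19.4 ± 2.44 CPM, was lower than in these 3 cell types. Pericytes of dKO XY gonads had 131 ± 0.905 CPM of *Tgfb2*. Of the alternatives other than leaving out a library, leaving out cells scored as doublets moved the mean level of *Inhba* in control XY interstitial cells most, to 434 CPM.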

### Femininization of supporting cells in the dKO testis

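Single cell suspensions of dissociated gonads, frozen until their genotype was known, were captured with the 10x Genomics protocol, which tags each mRNA molecule with a unique molecular identifier (UMI) and each cell with a barcode. Cells of dKO XY gonads came from embryos lacking both *Amh* and *Inhbb*, and control cells from wild type embryos. The authors aligned and counted the reads with Cell Ranger, corrected them for barcode swapping and deposited raw UMI counts per gene and barcode, for the barcodes that Cell Ranger called as cells, before the filter on genes and mitochondrial share and without normalization. The control XY libraries held 221307091 and 259750378 UMIs, the dKO XY libraries 274124529 and 296488697 and the control XX libraries 202718912 and 152972655. From the count matrices, the filter of the methods was applied, which keeps cells with more than 2500 and fewer than 9000 genes, less than 25% mitochondrial UMIs and less than 20% *Hbb* UMIs. The gene lists of the 6 libraries differ, with 21110 of 26251 genes in all 6, and a gene missing from a library's list was counted as 0, as in the merging of the libraries by the authors. Clusters were computed with the settings of the authors' code, except that 30 of the 3000 variable genes, those that the paper names for these data, were left out, so that none of these genes defined a cluster. For every comparison between genotypes, UMIs were summed per library and cell type, and libraries, not cells, were the replicates. Differences were tested with edgeR's quasi-likelihood test after TMM normalization and a filter on low counts, and called at an adjusted p under 0.05 (Benjamini-Hochberg). One estimate of the spread came from all 6 libraries. For Leydig cells, which control XX lacks, it came from the XY libraries alone. An exact permutation test of 2 libraries against 2 cannot give a two-sided p under 0.333, so no such test is reported. Coordinates are those of GENCODE M21 on GRCm38, matched by gene symbol, the identifier that the files give. The knocked-out genes were read first, as a check of the labels. *Amh*, on chromosome 10 from 80805243 to 80807648, was at 2043 and 1915 CPM in the supporting cells of the control XY libraries and at 18.0 and 15.7 CPM in those of the dKO XY libraries. *Inhbb*, on chromosome 1 from 119415465 to 119422248, was at 162 and 186 CPM in control XY and at 41.5 and 50.8 CPM in dKO XY supporting cells.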

To gain insight into the testis-to-ovary populational shift of the dKO XY ovotestis and its potential underlying mechanism, we performed single cell mRNA sequencing on control XY, dKO XY, and control XX gonads at E15.5 (*n* = 2 per genotype). Using Uniform Manifold Approximation and Projection (UMAP) to unbiasedly distinguish and cluster cells with similar transcriptomic profiles, we analyzed a total of 39,350 cells from all 3 genotypes and their replicates. 

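The matrices listed 68064 barcodes, of which 39350 passed the filter. Control XY replicates 1 and 2 gave 6818 and 8569 cells, dKO XY replicates 8151 and 5701 cells and control XX replicates 5330 and 4781 cells. The share of barcodes that passed was 74.6% and 68.2% in control XY, 51.1% and 45.8% in dKO XY and 53.2% and 60.4% in control XX. Barcodes with 25% or more mitochondrial UMIs were 24.4% and 28.3% of all barcodes in the dKO XY libraries, against 4.50% and 7.65% in control XY and 9.35% and 2.22% in control XX. Cells that passed had a median of 20572.5 and 18415 UMIs in control XY, 21930 and 27124 in dKO XY and 23495 and 18901 in control XX. Requiring more than 1500 genes per cell in place of more than 2500 moved the number of cells most, to 43267. At these depths, a UMI of at least 1 Y-linked gene was found in 93.8% and 91.6% of control XY cells and in 96.6% and 95.8% of dKO XY cells, and in 0.0750% and 0.230% of control XX cells, which should lack it. *Xist* was found in 96.4% and 97.1% of control XX cells, against 0.323% and 0.303% of control XY and 0.356% and 0.491% of dKO XY cells, so that every library has the sex of its label.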

Based on the unique single cell sequencing barcodes for each genotype, we first separated the 39,350 cells based on their genotype (Fig. 3A). Specific cell types, including supporting cells (Sertoli in XY vs. granulosa in XX), interstitial cells, steroidogenic cells, germ cells, endothelial, epithelial, and immune cells (Fig. 3B, C & Supp Table 1), were further identified according to their unique transcriptomes and expression of known markers (Fig. 3D), demonstrating the validity of this approach. 

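Clustering of all cells gave 13 clusters, which were named from lists of known markers that hold none of the 45 genes that the paper names for these data. Clusters named for supporting cells held 787 control XY, 2254 dKO XY and 4216 control XX cells. Interstitial clusters held 11655, 7813 and 4501 cells of the same genotypes. The Leydig cluster held 1862 control XY, 1392 dKO XY and no control XX cells, and the germ cell cluster 22, 691 and 488 cells. Supporting cells were 4.98 ± 1.69% (SD, n = 2) of the cells in control XY libraries, 16.4 ± 0.660% in dKO XY and 40.8 ± 22.5% in control XX. Cell numbers per type were compared between dKO XY and control XY with the total number of cells as library size. The share of germ cells was higher in dKO XY (log2 fold change 5.06, standard error 0.618, adjusted p = 7.83e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) in both libraries. Epithelial cells were also more frequent (log2 fold change 3.07, standard error 0.549, adjusted p = 2.83e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The share of supporting cells rose by a log2 fold change of 1.71 (standard error 0.501, adjusted p = 0.00596, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). The 6 other types of the 9 compared did not pass the threshold. The control XY libraries held only 15 and 7 germ cells. For germ and supporting cells, a loss of cells of the testis cords when control XY gonads were dissociated cannot be told apart from a true difference in number. Germ cells remained past the threshold with each library left out in turn, while without control XY replicate 1 or without control XY replicate 2 the calls for epithelial and supporting cells were lost.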

Next, we focused on the supporting cell lineages, which are the primary drivers for morphogenesis of the gonads, and analyzed them based on their distinct transcriptomes. 

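UMIs of the supporting cells were summed per library, and 15940 genes passed the filter on low counts. Between dKO XY and control XY supporting cells, 1585 genes were higher and 1095 lower in dKO XY. Between control XX and control XY, 4002 genes were higher and 3788 lower in control XX. Between dKO XY and control XX, 3391 genes were higher and 3135 lower in dKO XY. Without control XY replicate 2, which moved the first of these comparisons most, 1149 genes were called in place of 2680, and 1103 of them were among the 2680. With DESeq2 in place of edgeR, 2661 genes were called. Of the 45 genes that the paper names for these data, 44 could be tested between dKO XY and control XY. Of these, 31 were called over all genes tested, 17 higher and 14 lower, and 33 when adjusted over the list alone, which is not independent evidence because the study chose its genes on these samples. Beside the knocked-out *Amh* (log2 fold change −6.87, standard error 0.166, adjusted p = 4.38e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) and *Inhbb* (−1.91), the largest falls among genes with a mean log2 CPM of at least 5 were those of *Hsd17b1* (−4.00), *Ccl17* (−3.96), *Kazald1* (−2.56) and *Sel1l3* (−2.52). Among the largest rises by the same rule, *Calb1* rose by a log2 fold change of 6.42 with a standard error of 1.62, *Gng13* by 5.59 (0.301) and *Irx3* by 4.96 (0.221), all adjusted p under 0.05. *Kctd14*, a granulosa cell marker, was already at 797 and 810 CPM in control XY supporting cells.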

The supporting cell lineages clustered into three populations based on their sexes and genotypes: control XY, dKO XY, and control XX (Fig. 4A). The control XY and XX supporting cells (Sertoli vs. granulosa) were distinctly separated from each other whereas dKO XY supporting cells were situated in between these two populations (Fig. 4A). 

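The position of dKO XY supporting cells was measured on an axis from control XY, set to 0, to control XX, set to 1. Genes that differ by a log2 value of at least 1 between one control XY and one control XX library defined the axis, and the other control libraries set its ends, so that noise of the shared controls could not place dKO XY in between. Sex chromosome genes and the genes that the paper names were left out. Germ cell genes were not excluded, although germ cells were 4.97% of dKO XY and 4.82% of control XX cells, against 0.151% in control XY. One of them, *Dazl*, was higher in dKO XY than in control XY supporting cells (log2 fold change 2.81). RNA released by germ cells could thus move positions towards control XX, which was not tested. The summed supporting cells of the dKO XY libraries lay at 0.330 and 0.377, with a mean of 0.353 ± 0.0331 (SD, n = 2). Leaving out cells scored as doublets moved this position most, to 0.395. On simulated libraries made with a position of 0.35, the same computation returned 0.344 and 0.343, and on libraries made without a change it returned 0.0115 and 0.00957.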

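Supporting cells in which *Sycp3* or *Tcf21* had a log-normalized level of 1 or more were removed, so that cells with few UMIs of these genes could stay. This left 632 control XY, 2067 dKO XY and 3684 control XX cells. These were clustered again with 8 dimensions at a resolution of 0.25, on the principal components computed from all cells. This gave 6 subclusters. A pair of subclusters named by Sertoli cell markers held 360 and 237 control XY cells and 751 and 346 dKO XY cells, and no control XX cell. The first of them was led by the germ cell genes *Dppa5a* and *Dppa3*, beside Sertoli genes such as *Cst9*. The second was led by cycling genes, among them *Ube2c*, *Top2a* and *Mki67*. A pair of subclusters named by granulosa cell markers held 2295 and 1218 control XX cells, 32 and 67 dKO XY cells and no control XY cell. Subclusters were named from the Sertoli and granulosa lists alone. One subcluster, in which neither of these lists prevailed and which the list of Leydig markers would have named, held 845 dKO XY, 35 control XY and 34 control XX cells, so that 92.5% of its cells were dKO XY. The sixth, with germ cell transcripts, held 137 control XX and 26 dKO XY cells and was not used further. Of the dKO XY cells, 1097 were in the Sertoli-like subclusters and 944 in the granulosa-like and the unnamed subclusters, and the latter are called dKO XY feminized here. Outside the Sertoli-like subclusters were 42.3% and 51.6% of the dKO XY cells of replicates 1 and 2, with a mean of 46.9 ± 6.60%. Of the alternatives other than leaving out a library, a cell filter of more than 1500 genes moved this mean most, to 42.3%. A resolution of 0.5 moved it to 51.3%. At that resolution, a subcluster led by interstitial markers held 84 and 77 dKO XY and 7 and 18 control XY cells per library. Its dKO XY cells count as feminized. With principal components of the supporting cells alone, interstitial markers also led in a subcluster of 431 and 439 dKO XY cells. Interstitial transcripts among the feminized cells are thus not excluded. With principal components of the supporting cells alone, an alternative chosen after the data were seen, one Sertoli-like subcluster held 123 and 213 control XY cells and 4 and 2 dKO XY cells per library. This is a separation of the genotypes that the subclusters used here do not make. The methods of the paper describe a PCA on the scaled data of the reclustered cells, and this alternative is nearer to that description than the main setting.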

Unbiased clustering further uncovered a single population in control XY supporting cells, three subpopulations in control XX supporting cells, and two subpopulations in dKO XY supporting cells (Fig. 4B). 

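In the Sertoli-like subclusters, dKO XY cells (677 and 420 per library) were compared with control XY cells (190 and 407). At a resolution of 0.5, a subcluster with germ cell transcripts held 54 and 82 dKO XY and 2 and 1 control XY cells per library. The Sertoli-like dKO XY cells were then 622 and 339. Genes higher in dKO XY in this comparison may thus include germ cell genes. Of 14927 genes tested, 1262 were higher and 814 lower in dKO XY, and 963 were called without control XY replicate 2 in place of 2076. Among the 44 genes tested that the paper names, 24 were called over all genes tested and 26 when adjusted over the list alone. *Amh* had a log2 fold change of −6.85 (standard error 0.185, adjusted p = 1.64e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Sox9*, *Dhh* and *Dmrt1* were not called, with log2 fold changes of 0.17, −0.25 and −0.13, and *Fgf9* was higher in dKO XY, with a log2 fold change of 2.70. *Runx1*, on chromosome 16 from 92601466 to 92826149, was at 57.5 ± 2.37 CPM in dKO XY against 1.86 ± 0.288 CPM in control XY (SD, n = 2; log2 fold change 4.86, standard error 0.223, adjusted p = 7.60e-07, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). It was 3.21 and 3.77 times the higher of Leydig and endothelial cells of the same dKO XY library, while immune cells express it at a high level. *Rspo1* (chromosome 4, 124986430 to 125009099) was at 20.6 ± 3.87 CPM against 0.911 ± 0.354 CPM, a log2 fold change of 4.58 (standard error 0.273, adjusted p = 4.80e-06, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Fst* (chromosome 13, 114452290 to 114458951) rose by 3.71 (standard error 0.560, adjusted p = 0.00133, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Foxl2* (chromosome 9, 98955288 to 98958543) rose by 3.70 (standard error 0.696, adjusted p = 0.00486, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). This call was lost without control XY replicate 2, where the log2 fold change was 2.50, against 5.29 without control XY replicate 1. The dKO XY levels of *Rspo1*, *Fst* and *Foxl2* were 0.816 to 4.55 times the highest level in endothelial, immune and Leydig cells of the same library, where UMIs of these genes can come from free RNA. *Wnt4* rose by 2.00 and *Nr0b1* by 2.08 on the log2 scale. On the axis from control XY to control XX, these dKO XY cells lay at 0.203 ± 0.0225.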

The first subpopulation in the dKO XY supporting cells had a transcriptomic profile similar to that of the control XY supporting cells (Fig. 4B and Sup Fig. 5B). The second subpopulation of dKO XY supporting cells, designated as “dKO XY feminized”, was the most deviated from the control XY supporting cells with a reduction in expression of control Sertoli cell genes (*Dhh*, *Sox9* and *Cst9)* and increased expression of granulosa cell markers (*Foxl2*, *Rspo1*, *Fst* and *Runx1*, Fig. 4D and Sup Fig. 5). This feminized subpopulation was also closest to the control XX supporting clusters (Fig. 4B, D), indicating that they were transitioning or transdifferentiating into XX supporting cells. This conclusion was supported by an analysis of the trajectory of transcriptomic changes (also known as pseudo-time analysis in Monocle^32–34^) among supporting cells of the three genotypes. 

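The dKO XY feminized cells (496 and 448 per library) differed from control XY Sertoli-like cells in 6087 of the 14927 genes, 3280 higher and 2807 lower. Other genes among those tested were used for the clustering, so the number of calls between subclusters partly restates it. The number of calls was between 4207 (without control XY replicate 2) and 5877 with each library left out in turn. *Dhh*, on chromosome 15 from 98891152 to 98898540, was at 22.0 ± 0.346 CPM (SD, n = 2) against 241 ± 10.6 CPM, a log2 fold change of −3.41 (standard error 0.140, adjusted p = 6.09e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Sox9*, on chromosome 11 from 112782224 to 112787760, had 116 ± 23.4 CPM against 420 ± 13.3 CPM (log2 fold change −1.81, standard error 0.154, adjusted p = 5.13e-06, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). For *Cst9*, on chromosome 2 from 148835147 to 148838738, the levels were 165 ± 15.6 and 1276 ± 124 CPM (log2 fold change −2.91, standard error 0.151, adjusted p = 1.84e-07, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Foxl2* reached 93.3 ± 24.2 CPM, a log2 fold change of 7.57 (standard error 0.569, adjusted p = 2.17e-06, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). This fold change was 6.38 without control XY replicate 2 and 9.16 without control XY replicate 1. *Rspo1* reached 306 ± 11.3 CPM (log2 fold change 8.56, standard error 0.255, adjusted p = 2.43e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Fst* was at 177 ± 77.5 CPM, with a log2 fold change of 8.36 and a wide spread between the libraries. *Runx1* was at 117 ± 8.03 CPM, a log2 fold change of 5.97. Each of these 7 genes lay on the same side of both control XY libraries in both dKO XY libraries. All 7 remained past the threshold under every alternative in which they were tested, leaving out each library in turn included. None of the 7 was among the genes used for clustering.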

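The dKO XY feminized cells lay at 0.652 and 0.624 on the axis from control XY (0) to control XX (1), a mean of 0.638 ± 0.0197 (SD, n = 2). They differed from control XX granulosa-like cells (2626 and 887 per library) in 2388 genes that were higher and 1729 that were lower, 4117 in all. Without control XX replicate 2, 2638 genes were called, and without dKO XY replicate 2, 2709. *Dhh* was 5.09 higher on the log2 scale than in control XX (standard error 0.178, adjusted p = 2.86e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), *Cst9* 6.00 and *Dmrt1* 3.60. *Fst* was lower by a log2 fold change of −2.60 (standard error 0.277, adjusted p = 6.23e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), from 1178 ± 79.5 CPM in control XX. *Foxl2* had a log2 fold change of −1.02 (standard error 0.311, adjusted p = 0.0319, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), a call that was lost with DESeq2, with the looser cell filter, with principal components of the supporting cells alone and without either control XX replicate. *Rspo1* (0.40), *Sox9* (0.44) and *Runx1* (−0.30) were not called, but *Sox9* was called under 7 alternatives, *Rspo1* under 2 and *Runx1* without control XX replicate 2. In the clustering of all cells, before the second clustering, 116 of the dKO XY supporting cells fell in the granulosa-like cluster. Of these, 114 had a UMI of a Y-linked gene (98.3%, exact 95% confidence interval 93.9% to 99.8%, Clopper-Pearson) and 3 a UMI of *Xist*, against 3 and 4155 of the 4202 control XX cells of that cluster.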

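Monocle was not used here, and cells were ordered by the axis between the control supporting cells. The axis was made from 1821 genes higher and 1866 genes lower in control XX, without sex chromosome genes and the genes that the paper names, and each cell was thinned to 5000 UMIs to remove differences in depth. The median position was 0.0326 and −0.00947 in control XY replicates 1 and 2 and 0.996 and 1.02 in control XX. For dKO XY Sertoli-like cells it was 0.172 and 0.184, and for dKO XY feminized cells 0.680 and 0.640. Limits were set at 0.239, under which 99% of control XY Sertoli-like cells lie, and at 0.772, above which 99% of control XX granulosa-like cells lie, so that few of these cells can lie past them by construction. Between these limits lay 47.5% of 1173 dKO XY cells of replicate 1 and 59.4% of 868 of replicate 2. With the control cells of the unnamed subcluster counted beside those that set the limits, a count added after these values were seen, 6.97% and 5.10% of control XY cells and 0.792% and 2.13% of control XX cells lay between the limits. Past the upper limit lay 11.6% and 7.95% of the dKO XY cells. An order along this axis gives similarity and not time.

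**Figure D1:**
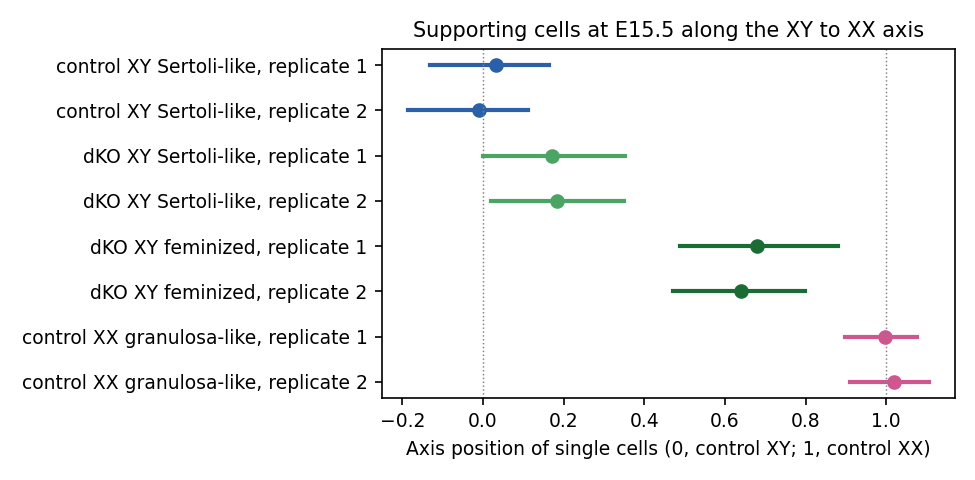
Position of supporting cells on the axis from control XY (0) to control XX (1), one row per group and library, with the median as a point and a line from the 10th to the 90th percentile of the cells. The dKO XY feminized cells, with medians of 0.680 and 0.640, lie between the dKO XY Sertoli-like and the control XX granulosa-like cells.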

When we arbitrarily designated the control XY supporting cells (the black dot in Fig. 4C) as the starting point, we observed a unique differentiation path or trajectory from the control XY towards dKO XY, and eventually ending as control XX supporting cells (Fig. 4C). When examining genes known for XY supporting cells (*Dhh* and *Dmrt1*) and XX supporting cells (*Runx1, Wnt4, Rspo1, and Foxl2*, Fig. 4D), we observed the unique transcriptomic trajectory with a decreasing trend of XY supporting cell genes and an increasing trend of XX supporting cell genes from the XY control, dKO XY, to the XX control supporting cells at the single cell level (Fig. 4D). 

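Over all supporting cells of a library, *Dhh* was at 203 ± 7.26 CPM (SD, n = 2) in control XY, 124 ± 29.0 CPM in dKO XY and 0.670 ± 0.0824 CPM in control XX. For *Dmrt1*, on chromosome 19 from 25505618 to 25604329, these levels were 36.6 ± 1.86, 25.2 ± 3.69 and 0.697 ± 0.137 CPM. *Runx1* was at 2.65 ± 0.629, 80.5 ± 10.9 and 152 ± 34.0 CPM in control XY, dKO XY and control XX, and *Wnt4*, on chromosome 4 from 137277489 to 137299726, at 53.5 ± 5.41, 151 ± 13.7 and 548 ± 11.0 CPM. The levels of *Rspo1* were 4.03 ± 1.23, 141 ± 21.1 and 247 ± 22.6 CPM, and those of *Foxl2* 5.73 ± 4.54, 44.1 ± 20.8 and 200 ± 13.5 CPM. Between dKO XY and control XY, *Dhh* changed by a log2 fold change of −0.71 (standard error 0.155, adjusted p = 0.0118, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) and *Dmrt1* by −0.53 (standard error 0.150, adjusted p = 0.0370, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). Both calls were lost without control XY replicate 1, without control XY replicate 2 and without dKO XY replicate 2. *Runx1* rose by 4.88 (adjusted p = 4.45e-06, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), *Rspo1* by 5.20 and *Foxl2* by 3.11, *Wnt4* was called as well, and these 4 calls were kept with each library left out in turn. *Fst* rose by 2.50 (standard error 0.885, adjusted p = 0.0858, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment), and without control XY replicate 1, which had 30.1 CPM of *Fst* against 0.580 CPM in replicate 2, it rose by 7.07 and was called, as it was without replicate 2, with a rise of 1.38.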

Most notably, the increase in XX supporting gene expression in the dKO cells occurred prior to the decrease in XY supporting cell gene expression (Fig. 4D). These results support the model that in the absence of *Amh* and *Inhbb*, the XY supporting cell lineage lose their identity and gradually take on the characteristics of XX supporting cells. 

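For each gene and dKO XY library, cells were ordered along the axis in 20 bins, and the position was taken at which the smoothed CPM level was midway between the levels of control XY and control XX cells. On simulated cells made with midpoints of 0.3 and 0.6, this returned 0.306 and 0.584. *Runx1* was midway at 0.303 (0.293 and 0.312 in the 2 libraries), *Rspo1* at 0.501 and *Wnt4* at 0.679. *Foxl2* was midway in only 1 of the 2 libraries, and *Fst* at 0.864. *Dhh* was midway at 0.344 (0.285 to 0.402) and *Dmrt1* at 0.445 (0.423 to 0.467). Of the 4 genes *Runx1*, *Wnt4*, *Rspo1* and *Foxl2*, 1 had its midpoint before those of both *Dhh* and *Dmrt1*, and 0 without dKO XY replicate 1. A midpoint on the way to the full control XX level is not the onset of a rise or fall, which was not measured. With the log2 of CPM plus 10 in place of CPM, a scale chosen after these values were seen and which weights low levels more, all 4 did by the mean of the libraries, with midpoints of 0.400 for *Rspo1*, 0.421 for *Wnt4* and 0.454 for *Foxl2* against 0.466 for *Dmrt1* and 0.546 for *Dhh*, while *Runx1* was past midway from the first bin in replicate 1. In neither library alone did all 4: *Foxl2* (0.528) came after *Dmrt1* (0.505) in replicate 1, and *Wnt4* (0.452) after *Dmrt1* (0.427) in replicate 2.

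**Figure D2:**
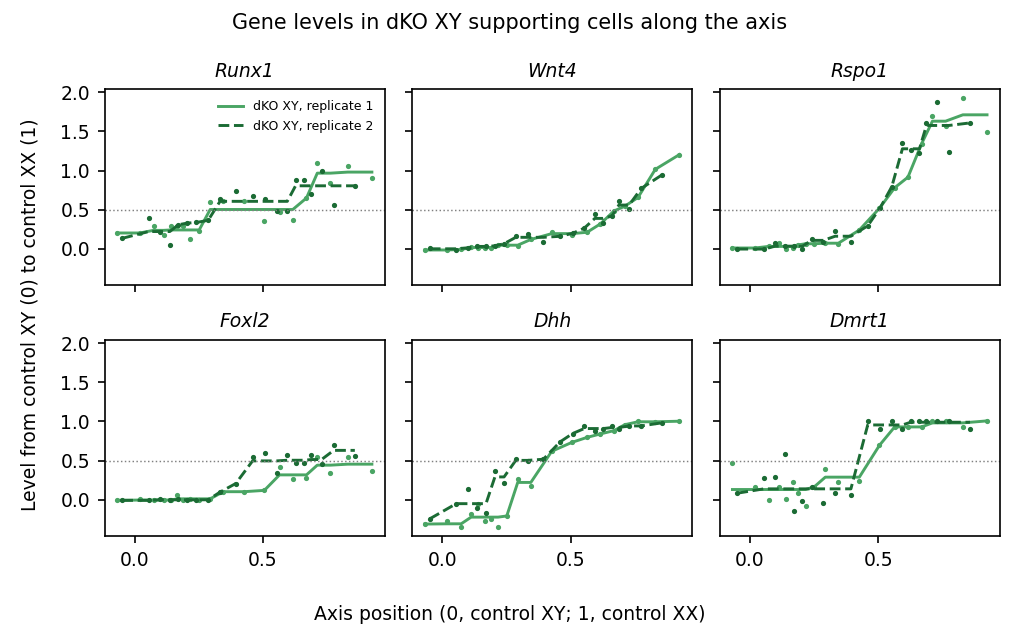
Level of 6 genes along the axis in dKO XY supporting cells, as progress from the control XY level (0) to the control XX level (1) on the CPM scale, with one line per dKO XY library. *Runx1* passes midway at 0.303 on average and *Wnt4* at 0.679.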

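Of the 1585 genes that were higher in dKO XY than in control XY supporting cells, 1183 were also higher in control XX, which is 74.6% (exact 95% confidence interval 72.4% to 76.8%, Clopper-Pearson, counting error over genes, which are not independent). Control XX was higher for 25.1% of all genes tested, and 123 of the 1585 genes were lower in control XX. Of the 1095 genes lower in dKO XY, 945 were also lower in control XX (86.3%). Both comparisons share the control XY libraries, so that genes overlap by chance values of these libraries alone. In 20 simulations of unchanged groups against those controls, the top 1585 and 4002 genes overlapped by 69.6% on average (68.4% to 71.8%), although at most 6 genes were called in any of them. With each comparison made against another control XY library, a check added after the overlap was seen, the shares were 68.1% and 75.8%. Control XX was higher for 16.7% and 19.9% of the genes tested in this check. The genes shared by both comparisons are 29.6% of those higher in control XX. Free RNA of germ cells, which were more frequent in dKO XY and control XX than in control XY libraries, could add to the overlap and was not taken out. From the place of dKO XY cells between the controls, their subpopulations and the order of gene changes, the paper proposes that without *Amh* and *Inhbb* XY supporting cells lose their identity and gradually become like XX supporting cells.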

The appearance of the ovarian domain only in the poles, but not the center, of the dKO XY gonads is consistent with ovotestis phenotypes observed in mice^35–40^. In the case of the *Amh Inhbb* dKO XY, no differences in expression of genes involved in the initial testis differentiation (*Sox9, Fgf9, Fst, Rspo1*, Fig. 2I) were found, and the gonads differentiate normally in morphology, indicating that the feminization of the gonad occurs after *Sry/Sox9* expression. These observations support the hypothesis that at the center of the gonad the male supporting cells are further along the Sertoli cell fate than those at the poles.

**Fig. 3:**
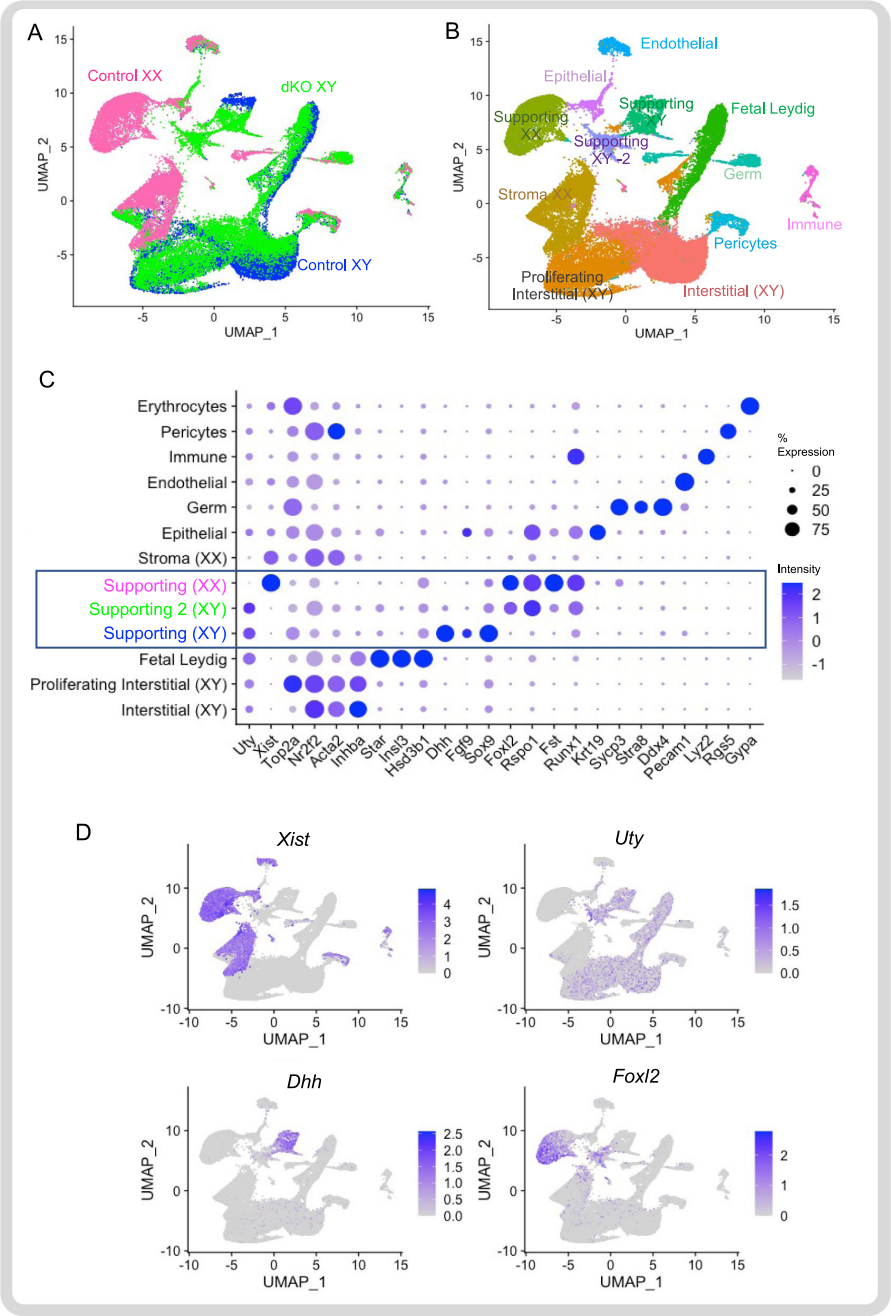
Single cell mRNA sequencing analysis of control XX (ovary), control XY (testis) and dKO XY (ovotestis) at E15.5. **A**, **B** Genotype distribution and cell type clustering based on unbiased clustering of transcriptomic similarity. Thirteen cell clusters were identified. **C** Dot plots of the expression of genes used to identify each cluster. The rectangle highlights both XY and XX supporting cell populations. **D** Cell type distribution of the expression of *Xist* (X or female marker), *Uty* (Y or male cell marker), Sertoli cell marker (*Dhh*) and granulosa cell marker (*FoxL2*). Source data are provided as a Source Data file. *N* = 2 biological independent samples per genotype.

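In the summed supporting cells, *Xist*, on the X chromosome from 103460366 to 103483254, was at 1558 ± 223 CPM (SD, n = 2) in control XX and at 0.0935 ± 0.0410 CPM in control XY. The level in dKO XY was 0.193 ± 0.0852 CPM, which did not differ from control XY (log2 fold change 1.16, adjusted p = 0.451, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Uty*, on the Y chromosome from 1096861 to 1245759, was at 34.5 ± 4.32 CPM in control XY, 36.9 ± 3.65 CPM in dKO XY and 0.0281 ± 0.00708 CPM in control XX. Between control XX and control XY, *Dhh* had a log2 fold change of −8.33 (standard error 0.230, adjusted p = 1.32e-08, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) and *Foxl2* one of 5.23 (standard error 0.492, adjusted p = 1.53e-05, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment).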

**Fig. 4:**
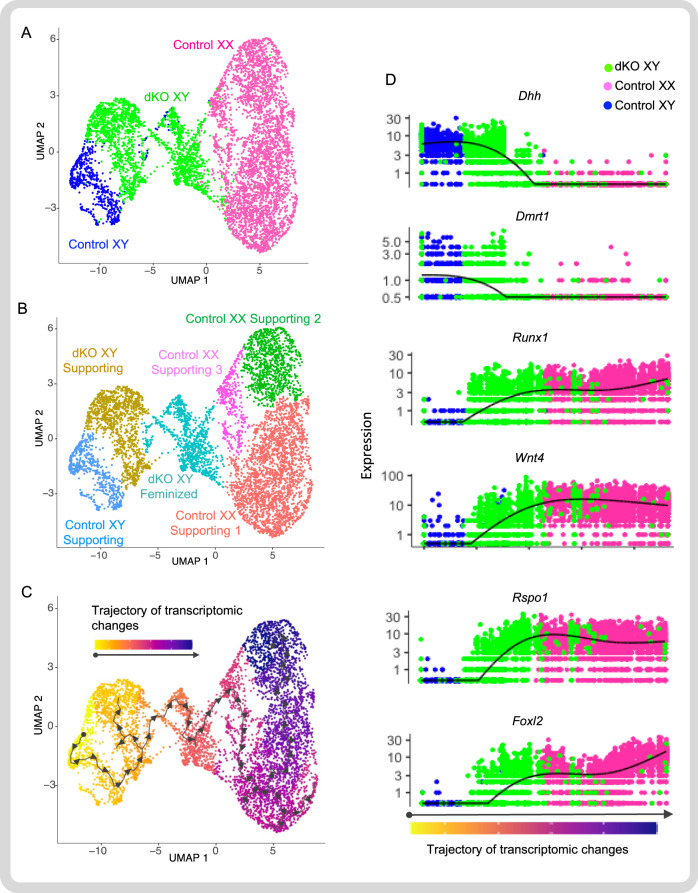
Feminization of the dKO XY supporting cells at the single cell level. **A** Single cell mRNA sequencing analysis and clustering of the supporting cells based on their genotypes: control XY (blue), dKO XY (green), and control XX (pink) gonads at E15.5. Each dot represents the transcriptome of a single cell. **B** Cell clustering based on their unique transcriptomes: one population in the XY control, two subpopulations in the dKO XY, and three subpopulations in the control XX supporting cell populations. **C** Trajectory of transcriptomic changes (pseudotime analysis) among supporting cells. Control XY supporting cell in the far left was arbitrarily designated as the starting point (black dot) of the differentiation. Arrows and the gradient of colors (yellow to dark blue) indicate the direction and progression of transcriptomic changes. **D** Transcriptome trajectory of six representative genes critical for sex determination of the XY gonads (*Dhh* and *Dmrt1*) and XX gonads (*Runx1*, *Wnt4*, *Rspo1*, and *Foxl2*). The X axis represents the arbitrary trajectory of transcriptome changes from a single control XY supporting cells toward control XX supporting cells (dark blue). Y axis indicates the gene expression level in each cell. The black lines represent the average expression of the genes over the progression. Source data are provided as a Source Data file. *N* = 2 biologically independent samples per genotype.

### Maintenance of Sertoli cell identity by AMH and activin B

We next investigated the mechanism of AMH/activin B action by examining the sources of ligands (AMH and activin B) and receptors (AMH receptors and activin receptors) in the wildtype fetal testis. We leveraged our single cell RNAseq dataset and interrogated such ligand/receptor interaction via CellPhoneDB, a statistical framework that predicts enriched cellular interactions between two cell types from single cell sequencing dataset^41^. We specifically compared the interaction among three cell types: germ cells, Sertoli cells, and Leydig cells (Fig. 5A). The 3 × 3 grid represents six different cell–cell interactions (germ cells vs germ cells, germ cells vs Leydig cells, etc.). The number in each square represents the number of ligand/receptor pairs. This unbiased analysis uncovered interactions between AMH/AMH receptor and activin/activin receptor that were significantly enriched among Sertoli cells. Indeed, expression of ligands (*Amh* and *Inhbb*) and their receptors (*Amhr2*, *Acvr1*, *Acvr1b*, and others) was enriched in Sertoli cell lineages (Fig. 5B and Sup Fig. 7). These data support the autocrine/paracrine nature of AMH and activin on Sertoli cells (Fig. 5C).

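CellPhoneDB was not used here, and levels were compared between cell types within the control XY libraries. Sertoli cells (245 and 511 cells) were tested against Leydig cells (765 and 1097 cells) with the library as a block. The fit has 1 residual degree of freedom, so the spread is pooled across genes and the adjusted p-values are smaller than 2 libraries alone would give. Of 14774 genes, 5026 were higher and 5345 lower in Sertoli cells, and of the 25 ligand and receptor genes tested, 12 were higher and 11 lower. With library size in place of TMM, an alternative chosen after these values were seen, the median log2 fold change of all genes moves from −0.02 to 0.33, and 14 of the listed genes were higher and 8 lower. *Amh* was at 2068 ± 148 CPM (SD, n = 2) in Sertoli cells and 27.3 ± 20.2 CPM in Leydig cells, a log2 fold change of 6.05 (standard error 0.124). In endothelial cells *Amh* was at 31.7 ± 29.8 CPM and in interstitial cells at 21.7 ± 14.5 CPM, levels like that of Leydig cells. *Inhbb* was at 180 ± 12.3 CPM in Sertoli and 63.1 ± 7.95 CPM in Leydig cells (log2 fold change 1.17, standard error 0.0820, adjusted p = 6.70e-45, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Amhr2*, on chromosome 15 from 102445367 to 102454633, was at 208 ± 0.502 CPM and 16.1 ± 2.06 CPM, a log2 fold change of 3.35. *Acvr1b*, also on chromosome 15, from 101174067 to 101213684, was at 20.1 ± 3.18 and 2.48 ± 0.707 CPM (log2 fold change 2.67, standard error 0.157, adjusted p = 2.81e-63, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Acvr1*, on chromosome 2 from 58388644 to 58567157, was at 14.0 ± 2.42 CPM in Sertoli and 26.8 ± 0.00424 CPM in Leydig cells (log2 fold change −1.26, standard error 0.113, adjusted p = 1.15e-27, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment) and at 31.1 ± 0.358 CPM in endothelial cells. *Acvr2b* was higher in Sertoli cells by 2.00. Small differences depend on the scaling, since *Bmpr2* (−0.21) was called lower with TMM and lay at 0.13, not called, with library size, and *Acvr2a* (0.22) was called with library size alone among these 2 scalings. With only 1 library, which leaves no test, and with library size in place of TMM, the log2 fold change of *Amh* was 5.56 or 7.37. That of *Inhbb* was 1.46 or 1.57 and that of *Acvr1* −0.77 or −1.12. Scaled in the same way, both libraries together gave 6.39 for *Amh*, 1.51 for *Inhbb* and −0.91 for *Acvr1*. The number of these genes called was 19 with DESeq2, the alternative that moved it most, in place of 23.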

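Germ cells were too few in one control XY library, and the comparison with Sertoli cells rests on 15 germ cells of replicate 1, with 495496 UMIs in all. No second library gives germ cells, so the spread between germ cell samples is unknown and fold changes are given without a test. *Amh*, with 7 UMIs in the germ cells, was higher by a log2 fold change of 6.95. *Inhbb*, with 1 UMI, had a ratio of CPM of 84.9 to the germ cells of the same library (95% counting interval 15.2 to 3355), and *Acvr2a*, with 2 UMIs, one of 3.26 (0.879 to 27.3). No UMI of *Amhr2* or *Acvr1b* was found in these germ cells. Against a floor of 3 counts over the group, 6.05 CPM, Sertoli cells were at least 34.4-fold higher in *Amhr2* and at least 3.32-fold higher in *Acvr1b*. The log2 fold change was 1.46 for *Bmpr2*, 1.06 for *Acvr2b* and 0.20 for *Acvr1*. From the interactions it finds enriched among Sertoli cells and the ligands and receptors that these cells express, the paper proposes that AMH and activin act on Sertoli cells in an autocrine or paracrine way.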

**Fig. 5:**
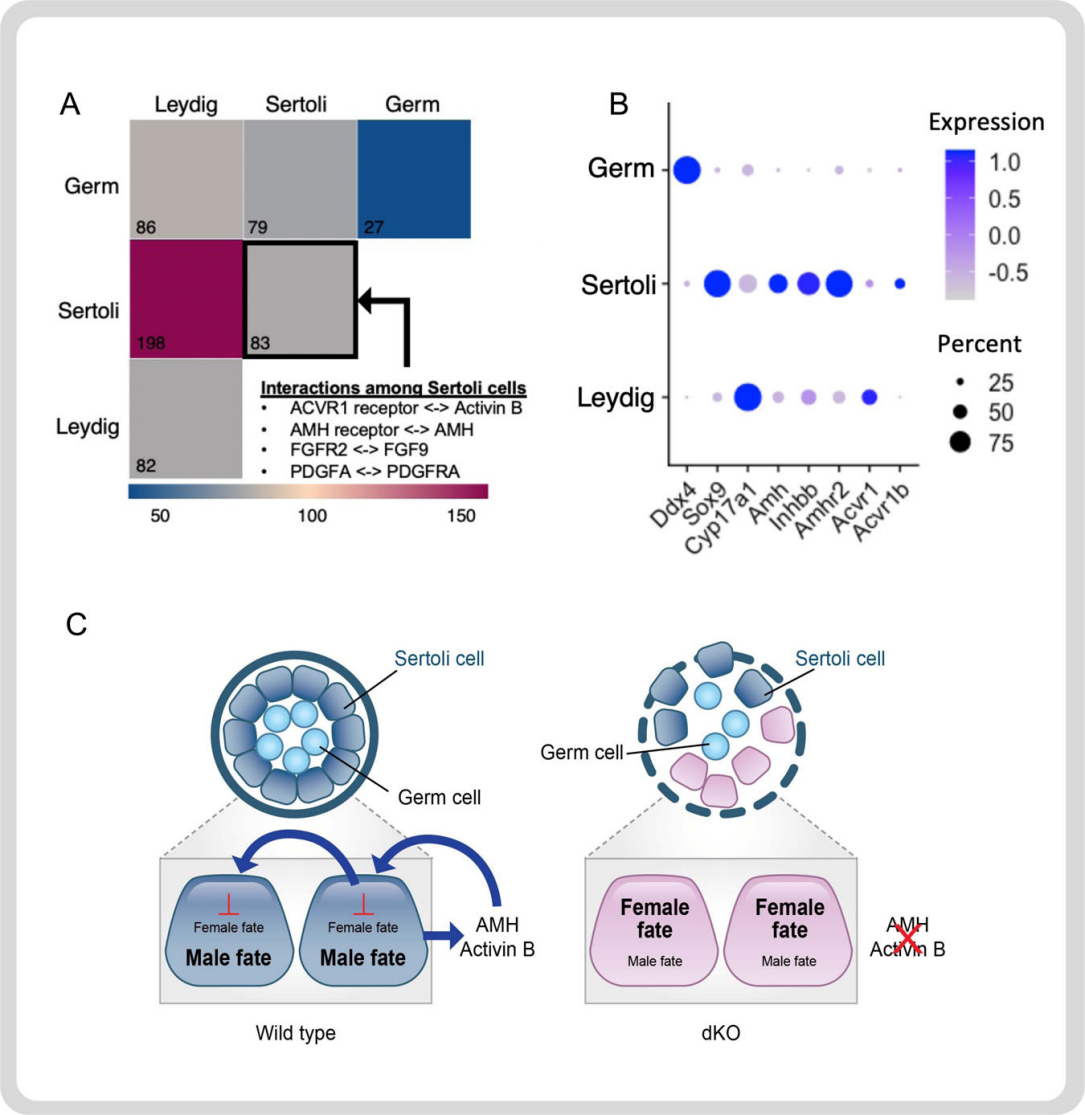
Autocrine/Paracrine action of AMH and activin B on Sertoli cells. **A** Statistical prediction of cell-cell communication via ligand and receptor interaction among germ cells, Sertoli cells, and Leydig cells from the single cell RNAseq dataset using CellPhoneDB. Each square in the 3 × 3 grid represents interaction between two cell types (germ vs germ, Sertoli vs Leydig, etc.). The number inside the square is the number of ligand/receptor pairs. Interactions for AMH, activin B and their receptors were significantly enriched among Sertoli cells (black outlined square; source data are provided as a Source Data file; *n* = 2 biologically independent samples per genotype). **B** Dot plots of the expression of *Amh*, *Inhbb*, and their receptors in germ cells, Sertoli cells, and Leydig cells. **C** Proposed model of the autocrine/paracrine action of AMH and Activin B. Sertoli cells secrete AMH and Activin B which act on an autocrine and paracrine way to block the female fate in the wild type Sertoli cells. In the absence of Amh and Activin B in the dKO, the cells become feminized at the testis poles.

### Ability of AMH and activin B to masculinize fetal ovaries

In freemartin cases in cattle and sheep, the testes of the male fetus secrete factors that masculinize the ovaries of the female fetus through the anastomosis of the blood vessels in the placenta (reviewed in Padula et al.^8^). Due to differences in placenta structures, freemartin cases were not reported in mice. Taketo et al.^16^ developed an alternative mouse model by transplanting fetal ovaries under the kidney capsule of recipient male mice to mimic the diffusion of the masculinizing factors from the recipient’s circulation onto the transplanted fetal ovaries. When E13.5 fetal mouse ovaries were transplanted under the kidney capsules of an adult wildtype male mouse, the majority of the fetal ovaries became ovotestes and, in a few cases, completely sex-reversed to testes after 21 days^15,16^. These observations indicate that hormone factors from adult wildtype male mice masculinized the transplanted fetal ovaries. Using this model, we examined whether AMH and activin B have the capacity to masculinize fetal ovaries in vivo (Fig. 6A). We first compared the serum level of AMH and activin B between wildtype and dKO adult XY mice and found the level became undetectable in the dKO XY male (Supplementary Fig. 6). When fetal ovaries were transplanted into control XY mice, 84.5% (11 out of 13) of the transplants became masculinized (expressing SOX9) and 15.4% (2 out of 13) remained as ovaries (expressing FOXL2 and no Sox9, Fig. 6A–C). These numbers were similar to published results^15,16^. In contrast, the adult dKO recipient males lost their ability to masculinize the fetal ovary with 85.7% (6 out of 7) of the transplanted ovaries remaining as ovaries while only 1 (14%) was masculinized. The masculinizing ability of *Amh* and *Inhbb* single knockout male recipients fell between the wildtype and dKO male recipients. These observations support the hypothesis that AMH and activin B have an additive ability to masculinize the fetal ovaries.

**Fig. 6:**
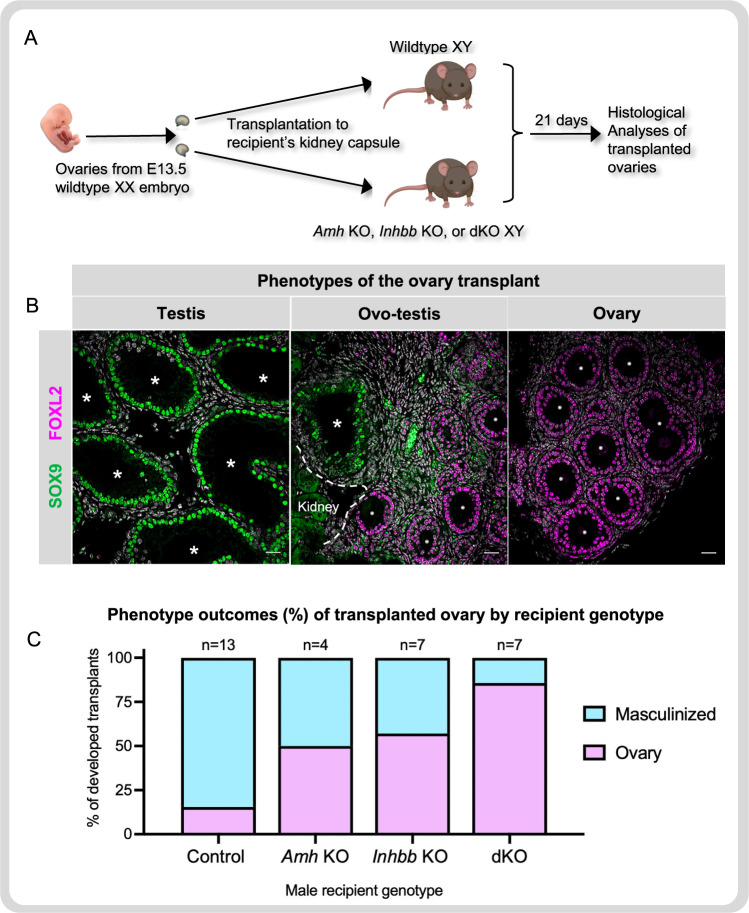
XY environment without Amh and Inhbb fails to masculinize the fetal ovary. **A** Mouse freemartin model was created by transplanting wildtype E13.5 ovaries under the kidney capsule of adult (five to seven months old) wild type, single *Amh*, single *Inhbb* KO, or dKO XY mice. Transplants were recovered 21 days after. **B** Immunofluorescence of Sertoli cell marker SOX9 (green) and granulosa cell marker FOXL2 (pink) was used to classify the transplanted tissue as testis (SOX9 + /FOXL2-), ovotestis (SOX9 + /FOXL2 + ), or ovary (SOX9-/FOXL2 + ). Asterisks and circles indicate seminiferous tubules and follicles, respectively. **C** The numbers and percentage of fetal ovary transplants that were masculinized with testis or ovotestis structure (blue) or remained as ovary (pink) in controls, *Amh* single knockout, *Inhbb* single knockout, or dKO XY recipients. All data from biologically independent samples. Scale bar = 25 µm. Source data are provided as a Source Data file. Mouse image was created with BioRender.com.

In summary, we identified a mechanism in fetal Sertoli cells that maintains their identity. Sertoli cell-derived AMH and activin B act as autocrine and paracrine factors on Sertoli cells, which express their receptors. These two factors maintain the testis program in Sertoli cells and when both are absent, the granulosa cell program emerges which leads to partial sex reversal. The incomplete sex reversal of the *Amh/Inhbb* double knockout testis (ovotestis structure and feminized transcriptomes and cell populations) further indicates that other factors, such as other TGF-beta proteins^27,42–45^, could compensate for the loss of these two factors. The structure of ovotestis in the dKO male resembles that of other ovotestis cases^35,39^; however, the forming process of such structure is distinctly different. The ovotestis in most cases is established at the onset of testis determination in the XY mouse embryos with the central part of the gonad following the testicular program and the flanking poles developing into an ovarian structure simultaneously^38,46^. In the absence of *Amh* and *Inhbb*, on the other hand, the fetal testis formed properly in the beginning, and the ovarian domains only arose later when Sertoli cells transdifferentiated into their female counter parts. Most intriguingly, in contrast to most ovotestis cases that disappear before birth, the dKO ovotestes were maintained into adulthood and were capable of sustaining spermatogenesis and folliculogenesis. Finally, the results of transplantation experiments support that in addition to their autocrine/paracrine properties on fetal Sertoli cells, AMH and activin B have the endocrine property of the freemartin factors that can masculinize the fetal ovary. These results not only advance our understanding of the process of gonadal sex differentiation, but also provide insight into the mechanisms behind cases of ovotestis and disorders of sex development in humans.

## Methods

### Mouse models

Wildtype and double knockout of *Amh* and *Inhbb* mice were generated from crossing the single heterozygous *Amh*^−/+^ (Jax 002188) and *Inhbb*^+/−^ (Jax 002442) in C57BL/6 background. Female mice were timed-mated and the day of detection of vaginal plug was considered embryonic day or E0.5. Mice were housed on a 12 h light:dark cycle, temperature range 70–74 °F and relative humidity range from 40 to 50%. All animal studies were conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals and approved by the National Institute of Environmental Health Sciences (NIEHS) Animal Care and Use Committee.

### RNA extraction, microarray and data analysis

On either E12.5 or E15.5, dams were euthanized, and fetal gonads (separated from the mesonephros) were collected, snap-frozen and stored at −80 °C. Genotyping was performed and RNA from gonads from *Amh*^−/−^; *Inhbb*^−/−^ (dKO XY), *Amh*^+/+^; *Inhbb*^+/+^ (Control XY and XX; *n* = 4 from E12.5 and *n* = 5 at E15.5 were isolated). Gene expression analysis was conducted using Affymetrix Mouse Transcriptome Clariom D arrays (Affymetrix, Santa Clara, CA). One hundred ng of total RNA was amplified as directed in the Nugen WT-Ovation Pico RNA Amplification System protocol and labeling with biotin following the Nugen Encore Biotin Module protocol. Five and one-half micrograms (5.5 μg) of amplified biotin-cDNAs were fragmented and hybridized to each array for 16 h at 45 °C in a rotating hybridization oven. Array slides were stained with streptavidin/phycoerythrin utilizing a double-antibody staining procedure and then washed for antibody amplification per the GeneChip Hybridization, Wash and Stain Kit and user manual following protocol FS450-0001. Arrays were scanned in an Affymetrix Scanner 3000 and data was obtained using TAC Software. Gene expression analyses were conducted with Partek software (Partek Genomics Suite v 7.19.1125, St. Louis, Missouri) using a one-way ANOVA comparing the RMA normalized log2 intensities.

### Single cell RNA sequencing

Fetal gonads were collected at E15.5. Gonads were isolated in PBS + 0.04% BSA and gonad pairs from the same animals were pooled and dissociated for 30 min at 37 C in dissociation buffer (1.2 U/ml Dispase II, 1 mg/ml collagenase B, 5 U/ml Dnase I in PBS). Cells were washed, counted and frozen at −80 °C in 50% FBS, 10% DSMO in DMEM/F12 and transferred to liquid nitrogen storage. Once genotyping was determined, single cell suspension from wild type control females (Control XX), wild type control males (Control XY) and *Amh*^−/−^; *Inhbb*^−/−^ (dKO XY) were thawed for 2 min at 37 °C, washed and cells were resuspended in PBS + 0.04% BSA. The 10× Genomics protocol was used for cell capture and library preparation. The resulting library was sequenced using an Illumina NovaSeq instrument (two biological replicates per genotype).

### Data processing and analysis for single cell RNA sequencing

Cell Ranger (v3.0) was utilized for count, alignment, filtering, cell barcode and UMI counting. Barcode swapping correction was performed^47^. FASTQ files of the corrected cell count matrixes were generated. The data were analyzed using Seurat^48^ package (v.3.2.2) on RStudio (v. 1.3.1073). Code used for analysis is included in the Source Data file. Seurat objects of each biological replicates were created (min.cells = 10, min.features = 400) and each biological replicate was combined using the “merge” function. A subset of the data was created using the following cutoffs: nFeature_RNA > 2500 & nFeature_RNA < 9000 & percent.mt < 25 & percent.Hbb < 20. The data was then normalized using the “NormalizeData” function (scale.factor = 10000). A linear model was applied to the data using the “Scaledata” command. PCA was run on the scaled data and visualization was done using UMAP with dims = 20. Differentially expressed marker genes in each cluster were found using FindAllMarkers function based on the Wilcoxon rank-sum test. Cluster identification was done according to established cell markers. Reclustering of male and female supporting cells as well as the feminized cluster was done using the “Subset” command, with data normalized and scaled, sorting out cells positive for *Sycp3* and *Tcf21* (germ and interstitial cell markers respectively). PCA was run on the scaled data and visualization was done using UMAP with dims = 8. 

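Beside the supporting, interstitial, Leydig and germ cell clusters, the clustering of all cells gave an endothelial cluster of 243 control XY, 378 dKO XY and 339 control XX cells and an immune cluster of 258, 284 and 81 cells. The pericyte cluster held 477, 529 and 172 cells and the erythrocyte cluster 15, 31 and 29. The epithelial cluster held 68 control XY, 480 dKO XY and 285 control XX cells. Supporting cells were split into a Sertoli cluster of 756 control XY and 1272 dKO XY cells, a granulosa cluster with 4202 control XX cells and a second cluster of mostly XY cells with 31 control XY, 866 dKO XY and 14 control XX cells. Without any restriction on *Sycp3* and *Tcf21*, the share of dKO XY supporting cells outside the Sertoli-like subclusters was 49.5% on average.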

Numbers of cells per cluster are listed in Sup. Tables 1 and 2. A Seurat object from the reclustered cells was created and loaded into Monocle3 for pseudotime analysis to determine differentiation trajectory using Control XY supporting cells as time 0 (T0) in pseudotime^32–34^. CellPhoneDB(https://www.cellphonedb.org)^41^, was used to predict cell-cell communication based on ligand-receptor interactions. Normalized counts were extracted from the Seurat object. Significant ligand-receptor pairs were called independently for wildtype males and dKO Germ, Supporting and Leydig cells respectively. The dotblot function in CellphoneDB was used to plot the data.

### Superovulation experiment

Adult control XX (*n* = 4), control XY (*n* = 2), and dKO XY (*n* = 4; 3–6 months old) were injected intra-peritoneally with 5 IU of PMSG and euthanized using C02 46 h after injection. Gonads were isolated, washed, and mechanically dissociated using 15 Ga needles to extract oocytes. Epididymides of both XY controls and dKO males were isolated and mechanically dissociated for sperm isolation.

### Ovary transplantation experiments

Fetal ovaries from wildtype C57BL/6 embryos were harvested at day E13.5. The ovaries were transferred to droplets of DMEM/F-12 media with 15 mM HEPES (Thermo Fisher Scientific cat. #11330032) supplemented with penicillin/streptomycin (Sigma-Aldrich cat. #P0781) and kept at 37 °C on a warming tray. Male recipients (control, *Amh* KO, *Inhbb* KO or dKO), between 12 and 32 weeks old with an average age of 17.6 weeks received one fetal ovary per kidney under the capsule. Twenty-one days after the transplantation, the transplanted ovaries were recovered and fixed in 10% neutral buffered formalin overnight at 4 °C. The tissues were washed and embedded in paraffin for immunofluorescence (see below).

### Hormone measurements

Serum samples from adult (4–6 months of age) XY controls (*n* = 6) and dKO XY (*n* = 8) were collected and stored at −80 until analysis was performed. Serum hormone levels for AMH (Ansh Labs, AL-113, intra assay CV = 3.6%, reportable range = 4.06–260 ng/mL), INHBB (Ansh Labs, AL-156, intra assay CV = 7.1%. reportable range = 7.3–1163.0 pg/mL) and Testosterone (IBL IB79106, intra assay CV = 5.4%, reportable range = 10.0–1600.0 ng/dL) were measured at the University of Virginia Center for Research in Reproduction Ligand Assay and Analysis Core by ELISA.

### Immunofluorescence

Gonads were collected and fixed in 4% PFA for 1 h at room temperature, washed in PBS and stored at 4 °C and either were imbedded in paraffin and sectioned (5 µm) or placed in MeOH for wholemounts. Following deparaffinization, sections were rehydrated in decreasing alcohol gradients and antigen retrieval was performed in 0.1 mM citric acid (Vector Labs) for 20 min in the microwave and then cooled down to room temperature. All samples were blocked in PBS-Triton X-100 solution with 5% normal donkey serum for 1 h and incubated with primary antibodies at 4 °C overnight. Primary antibodies used included (previously optimized in^40,49,50^: Anti-DMRT1 (1:500; kindly provided by David Zarkower from University of Minnesota), FOXL2 (1:200, Novus Biologicals cat. #NB100-1277), LAMININ (1:300; Sigma #L9393), GCNA1 (1:1000, Abcam # ab82527), SYCP3 (1:300, Abcam # ab15093), SOX9 (1:300, TransGenic #KO608), NR2F2 (1:300, R&D Systems # PP-H7147-00) and AMH (1:500, Santa Cruz # sc-6886). Secondary antibodies were used at 1:200 dilution (Invitrogen/Life Technology): Donkey anti-rabbit Alexa 488 (A21206), Donkey anti-mouse Alexa 568 (A10037), Donkey anti-rat Alexa 594 (A21209), Donkey anti-goat Alexa 647 (A21447). Imagining for wholemounts was done on a Zeiss LSM 880 confocal microscope using Zen software. Imaging for sections was performed on a Leica DMI4000 SPE confocal microscope using Leica Application Suite X (LAS X) software.

### Statistical analyses

No sample size calculation was performed. All histological experiments were repeated at least 4 times with independent biological replicates with similar results. Microarray analysis for both time points analyzed, E12.5 and E15.5, were performed independently. *N* = 4 (E12.5) and *N* = 5 (E15.5) biological replicates per genotype were used, respectively. ANOVA was performed and differential gene expression was determined by comparing the gene expression profile between the dKO XY and Control XY using 2-fold change and *p* < 0.05 with FDR correction. Raw log2 intensity data were analyzed using Prism, version 6 (GraphPad Software, La Jolla, CA), analyzed by one -way ANOVA and means separated by Tukey’s multiple comparisons test. Graphs show mean ± SEM.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The microarray and scRNAseq data generated in this study have been deposited in the GEO database. The GEO accession numbers for the data sets are: E12.5 microarray, GSE196826; E15.5 microarray, GSE196841 and E15.5 scRNAseq, GSE19697. The data sets used for the CellphoneDB analysis are listed in [https://www.cellphonedb.org/downloads]. Source data and code used for scRNAseq analysis (in Source Data file) are provided with this paper. Source data are provided with this paper.

## Source data

Source Data

## References

[1] Gonen N, Lovell-Badge R (2019). The regulation of Sox9 expression in the gonad. Curr. Top. Dev. Biol..

[2] Ungewitter EK, Yao HH (2013). How to make a gonad: cellular mechanisms governing formation of the testes and ovaries. Sex. Dev..

[3] Matson CK (2011). DMRT1 prevents female reprogramming in the postnatal mammalian testis. Nature.

[4] Minkina A (2014). DMRT1 protects male gonadal cells from retinoid-dependent sexual transdifferentiation. Dev. Cell.

[5] Kim S, Bardwell VJ, Zarkower D (2007). Cell type-autonomous and non-autonomous requirements for Dmrt1 in postnatal testis differentiation. Dev. Biol..

[6] Ewen AH, Hummason FA (1947). An ovine freemartin. J. Hered..

[7] Forbes TR (1946). The origin of freemartin. Bull. Hist. Med..

[8] Padula AM (2005). The freemartin syndrome: an update. Anim. Reprod. Sci..

[9] Remnant JG (2014). Novel gonadal characteristics in an aged bovine freemartin. Anim. Reprod. Sci..

[10] Smith MC, Dunn HO (1981). Freemartin condition in a goat. J. Am. Vet. Med. Assoc..

[11] Vigier B, Tran D, Legeai L, Bezard J, Josso N (1984). Origin of anti-Mullerian hormone in bovine freemartin fetuses. J. Reprod. Fertil..

[12] Vigier B, Watrin F, Magre S, Tran D, Josso N (1987). Purified bovine AMH induces a characteristic freemartin effect in fetal rat prospective ovaries exposed to it in vitro. Development.

[13] Wilkes PR, Munro IB, Wijeratne WV (1978). Studies on a sheep freemartin. Vet. Rec..

[14] Taketo T, Koide SS, Merchant-Larios H (1984). Induction of testicular development in the fetal mouse ovary. Ann. N. Y Acad. Sci..

[15] Taketo T, Merchant-Larios H (1986). Gonadal sex reversal of fetal mouse ovaries following transplantation into adult mice. Prog. Clin. Biol. Res..

[16] Taketo T, Merchant-Larios H, Koide SS (1984). Induction of testicular differentiation in the fetal mouse ovary by transplantation into adult male mice. Proc. Soc. Exp. Biol. Med..

[17] Wilhelm D, Palmer S, Koopman P (2007). Sex determination and gonadal development in mammals. Physiol. Rev..

[18] Swain A, Lovell-Badge R (1999). Mammalian sex determination: a molecular drama. Genes Dev..

[19] Zhou, Y. et al. Maternal testosterone excess contributes to reproductive system dysfunction of female offspring mice. *Endocrinology***161**, 10.1210/endocr/bqz011 (2020).10.1210/endocr/bqz01131680156

[20] Saloniemi T (2007). Activation of androgens by hydroxysteroid (17beta) dehydrogenase 1 in vivo as a cause of prenatal masculinization and ovarian benign serous cystadenomas. Mol. Endocrinol..

[21] Barsky M (2021). Fetal programming of polycystic ovary syndrome: effects of androgen exposure on prenatal ovarian development. J. Steroid Biochem. Mol. Biol..

[22] Abbott DH, Barnett DK, Bruns CM, Dumesic DA (2005). Androgen excess fetal programming of female reproduction: a developmental aetiology for polycystic ovary syndrome?. Hum. Reprod. Update.

[23] Steckler T, Wang J, Bartol FF, Roy SK, Padmanabhan V (2005). Fetal programming: prenatal testosterone treatment causes intrauterine growth retardation, reduces ovarian reserve and increases ovarian follicular recruitment. Endocrinology.

[24] Vigier B (1988). Anti-mullerian hormone and freemartinism: inhibition of germ cell development and induction of seminiferous cord-like structures in rat fetal ovaries exposed in vitro to purified bovine AMH. Reprod. Nutr. Dev..

[25] Vigier B, Magre S, Charpentier G, Bezard J, Josso N (1991). Anti-mullerian hormone and natural and experimental freemartin effect. Bull. Assoc. Anat. (Nancy).

[26] Pan Q (2021). Evolution of master sex determiners: TGF-beta signalling pathways at regulatory crossroads. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[27] Ross AJ, Tilman C, Yao H, MacLaughlin D, Capel B (2003). AMH induces mesonephric cell migration in XX gonads. Mol. Cell Endocrinol..

[28] Behringer RR, Finegold MJ, Cate RL (1994). Mullerian-inhibiting substance function during mammalian sexual development. Cell.

[29] Josso N, Belville C, di Clemente N, Picard JY (2005). AMH and AMH receptor defects in persistent Mullerian duct syndrome. Hum. Reprod. Update.

[30] Yao HH, Aardema J, Holthusen K (2006). Sexually dimorphic regulation of inhibin beta B in establishing gonadal vasculature in mice. Biol. Reprod..

[31] Koopman P, Wilhelm D (2011). Insights into the aetiology of ovotesticular DSD from studies of mouse ovotestes. Adv. Exp. Med Biol..

[32] Cao J (2019). The single-cell transcriptional landscape of mammalian organogenesis. Nature.

[33] Qiu X (2017). Reversed graph embedding resolves complex single-cell trajectories. Nat. Methods.

[34] Trapnell C (2014). The dynamics and regulators of cell fate decisions are revealed by pseudotemporal ordering of single cells. Nat. Biotechnol..

[35] Ludbrook LM (2012). Excess DAX1 leads to XY ovotesticular disorder of sex development (DSD) in mice by inhibiting steroidogenic factor-1 (SF1) activation of the testis enhancer of SRY-box-9 (Sox9). Endocrinology.

[36] Wilhelm D (2009). Antagonism of the testis- and ovary-determining pathways during ovotestis development in mice. Mech. Dev..

[37] Bagheri-Fam S (2008). Loss of Fgfr2 leads to partial XY sex reversal. Dev. Biol..

[38] Bogani D (2009). Loss of mitogen-activated protein kinase kinase kinase 4 (MAP3K4) reveals a requirement for MAPK signalling in mouse sex determination. PLoS Biol..

[39] Eicher EM, Shown EP, Washburn LL (1995). Sex reversal in C57BL/6J-YPOS mice corrected by a Sry transgene. Philos. Trans. R. Soc. Lond. B Biol. Sci..

[40] Nicol B (2018). Genome-wide identification of FOXL2 binding and characterization of FOXL2 feminizing action in the fetal gonads. Hum. Mol. Genet.

[41] Efremova M, Vento-Tormo M, Teichmann SA, Vento-Tormo R (2020). CellPhoneDB: inferring cell-cell communication from combined expression of multi-subunit ligand-receptor complexes. Nat. Protoc..

[42] Cai K (2011). Action mechanism of inhibin alpha-subunit on the development of Sertoli cells and first wave of spermatogenesis in mice. PLoS ONE.

[43] Miles DC (2013). Signaling through the TGF beta-activin receptors ALK4/5/7 regulates testis formation and male germ cell development. PLoS ONE.

[44] Memon MA, Anway MD, Covert TR, Uzumcu M, Skinner MK (2008). Transforming growth factor beta (TGFbeta1, TGFbeta2 and TGFbeta3) null-mutant phenotypes in embryonic gonadal development. Mol. Cell Endocrinol..

[45] Miura K (2019). Molecular and genetic characterization of partial masculinization in embryonic ovaries grafted into male nude mice. PLoS ONE.

[46] Colvin JS, Green RP, Schmahl J, Capel B, Ornitz DM (2001). Male-to-female sex reversal in mice lacking fibroblast growth factor 9. Cell.

[47] Griffiths, J. A., Richard A. C., Bach K., Lun A. T. L. & Marioni J. C. Detection and removal of barcode swapping in single-cell RNA-seq data. *Nat. Commun.***9**, 2667 (2018).10.1038/s41467-018-05083-xPMC603948829991676

[48] Satija R, Farrell JA, Gennert D, Schier AF, Regev A (2015). Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol..

[49] Nicol B, Rodriguez K, Yao HH (2020). Aberrant and constitutive expression of FOXL2 impairs ovarian development and functions in mice. Biol. Reprod..

[50] Nicol, B. et al. RUNX1 maintains the identity of the fetal ovary through an interplay with FOXL2. *Nat. Commun.***10**, 5116 (2019).10.1038/s41467-019-13060-1PMC684818831712577

# Supplementary material for: Somatic cell fate maintenance in mouse fetal testes via autocrine/paracrine action of AMH and activin B
**Source:** Nat Commun. 2022 Jul 15;13:4130. doi: 10.1038/s41467-022-31486-y
**Supplement:** Supplementary file 1 — Supplementary Information

**Supplemental Table 1**

|                                 | Control XY   | dKO XY       | Control XX   |
|---------------------------------|--------------|--------------|--------------|
| Interstitial (XY)               | 7377         | 3438         | 4            |
| Proliferating Interstitial (XY) | 3724         | 3347         | 9            |
| Fetal Leydig                    | 1868         | 1423         | 0            |
| Supporting (XY)                 | 761          | 1205         | 0            |
| Supporting (XY) 2               | 34           | 899          | 8            |
| Supporting (XX)                 | 0            | 93           | 4173         |
| Stroma (XX)                     | 520          | 989          | 4470         |
| Epithelial                      | 84           | 84           | 342          |
| Germ                            | 24           | 695          | 485          |
| Endothelial                     | 242          | 376          | 339          |
| Immune                          | 258          | 286          | 81           |
| Pericytes                       | 481          | 531          | 171          |
| Erythrocytes                    | 14           | 32           | 29           |
| Total cells                     | <b>15387</b> | <b>13852</b> | <b>10111</b> |

**Supplemental Table 2**

|                 | Control XY | dKO XY      | Control XX  |
|-----------------|------------|-------------|-------------|
| XX Supporting 1 | 0          | 51          | 2254        |
| XX Supporting 2 | 0          | 4           | 976         |
| XX Supporting 3 | 2          | 19          | 403         |
| dKO Feminized   | 33         | 827         | 15          |
| XY Supporting 1 | 565        | 6           | 0           |
| XY Supporting 2 | 33         | 1108        | 0           |
| Total cells     | <b>633</b> | <b>2015</b> | <b>3648</b> |

## Supplemental Figure 1

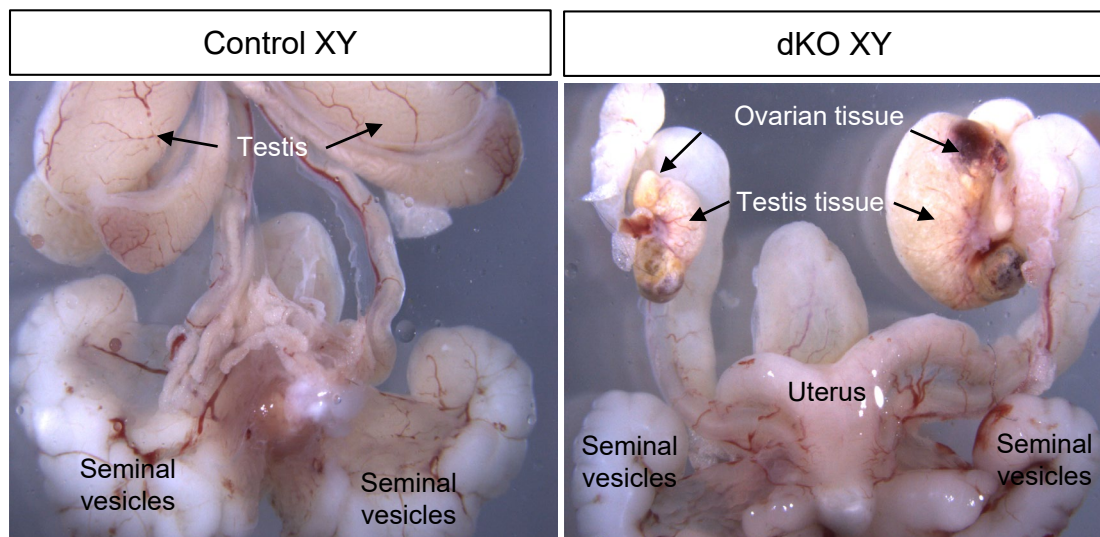

Supplemental Figure 1: Reproductive tracts from control XY and dKO XY adult mice. The dKO XY had the expected male reproductive organs such as seminal vesicles and epididymides; however, they also retained female reproductive organs including uterus. Ovarian tissues were visibly present along with the testis tissue. Variability on the size of the ovotestis was observed in adult dKO animals (n=12).

Supplemental Figure 2

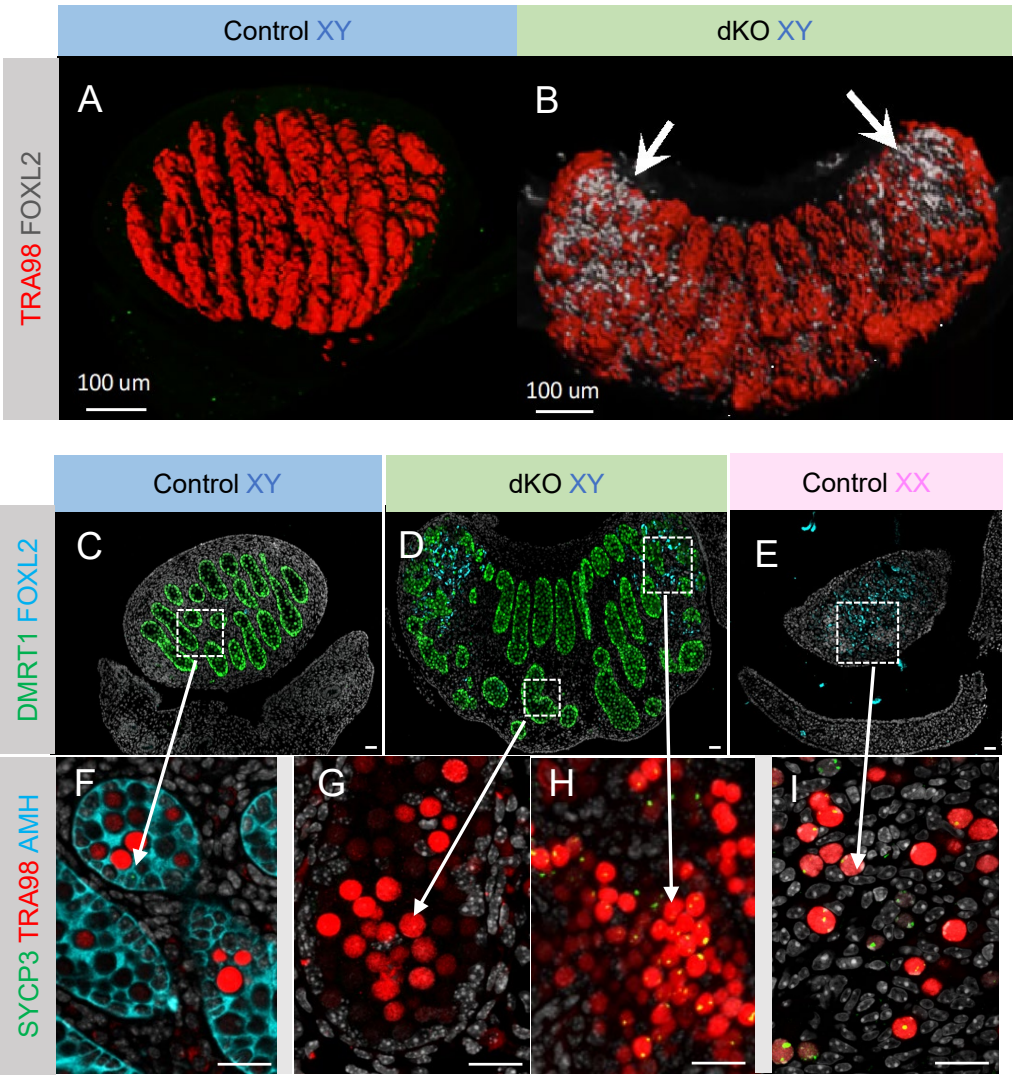

Supplemental Figure 2: (A-B) Immunofluorescence for TRA98 and FOXL2 in control and dKO XY gonads at E15.5. Arrows indicate the ovarian structure in the poles. (C-I) Immunofluorescence for DMRT1, FOXL2, SYCP3, TRA98, and AMH in control XY, dKO XY, and control XX gonads at E15.5. Scale bar = 25 μm.

Supplemental Figure 3

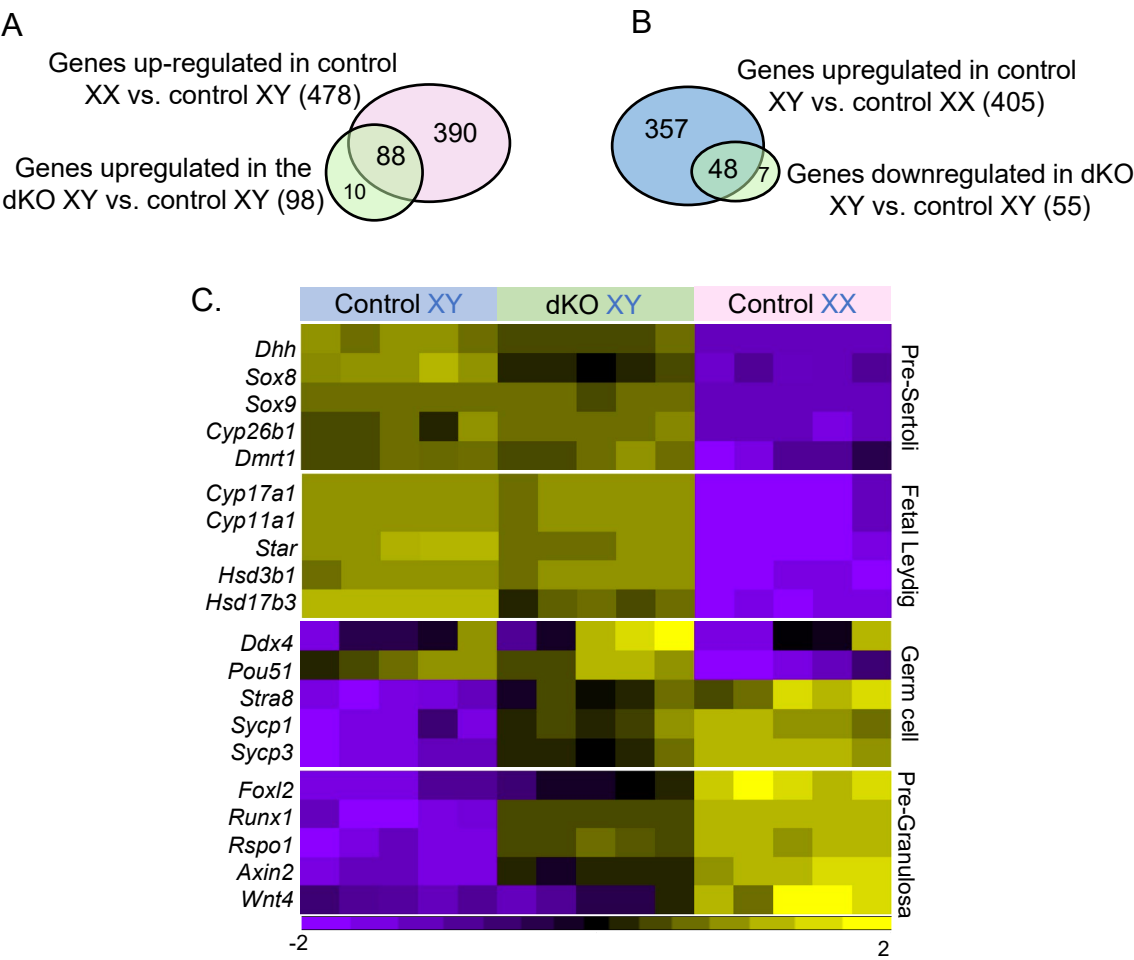

Supplemental Figure 3: (A-B) Transcriptome analysis of control XY, dKO XY, and control XX gonads at E15.5 (Source data are provided as a Source Data file; one-way ANOVA,  $p < 0.05$  FDR). (C) Heat maps of genes critical for sex determination and gonadal development in control XY, dKO XY, and control XX gonads at E15.5. Each column represents the expression of a single gonad. Yellow and purple indicate up-regulation and down-regulation, respectively.

Supplemental Figure 4

A

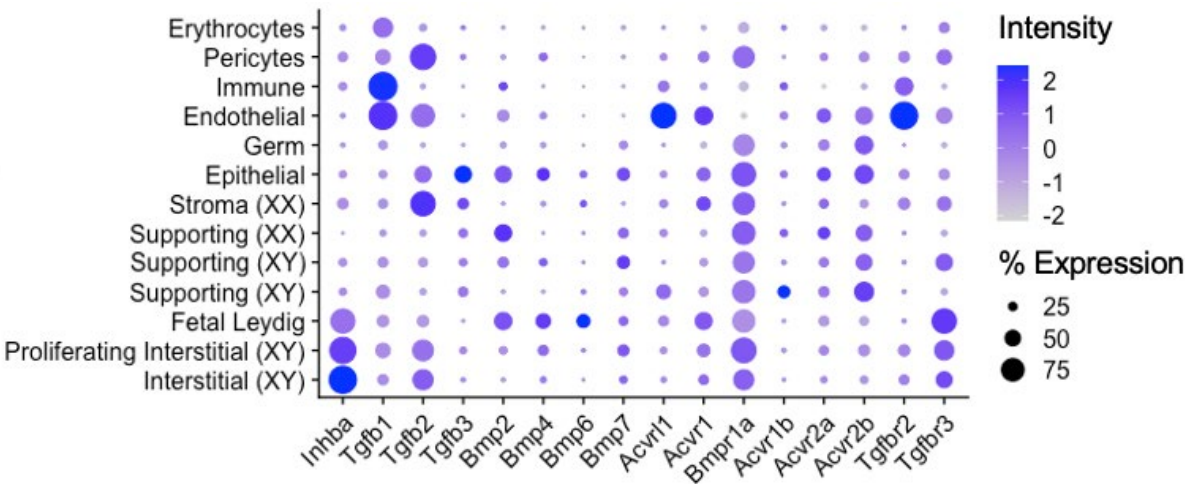

B

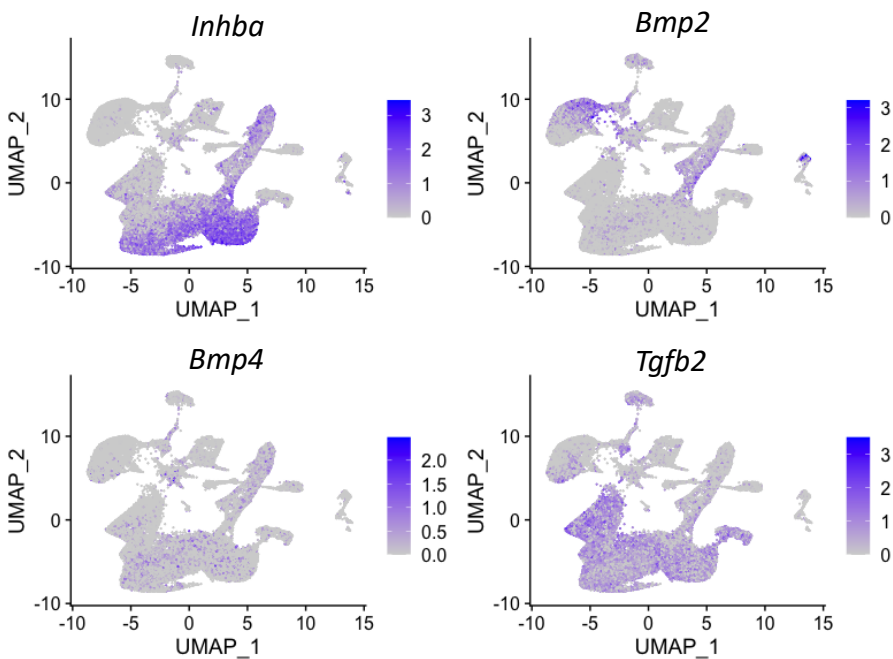

Supplemental Figure 4: Single cell analysis of control XX (ovary), control XY (testis) and dKO XY (ovotestis) at E15.5. (A) Dot plot of the gene expression of TGF-beta ligands and receptors in the different clusters. (B) UMAP distribution of the gene expression of the TGF-beta ligands: *Inhba*, *Bmp2*, *Bmp4* and *Tgfb2*. N= 2 independent biological replicates per genotype.

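*Bmp2*, on chromosome 2 from 133552159 to 133562885, was at 54.5 ± 6.69 CPM (SD, n = 2) in Leydig cells and 1.64 ± 0.110 CPM in Sertoli cells of control XY gonads. Immune cells had 65.0 ± 51.5 CPM of *Bmp2*, with a spread between the libraries almost as large as the mean. The dKO XY cells of the granulosa cluster were at 118 ± 1.92 CPM and dKO XY epithelial cells at 69.4 ± 3.27 CPM. *Bmp4*, on chromosome 14 from 46383520 to 46390669, was at 30.4 ± 0.0368 CPM in Leydig, 35.1 ± 6.04 CPM in epithelial and 1.45 ± 0.758 CPM in Sertoli cells of control XY gonads.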

Supplemental Figure 5

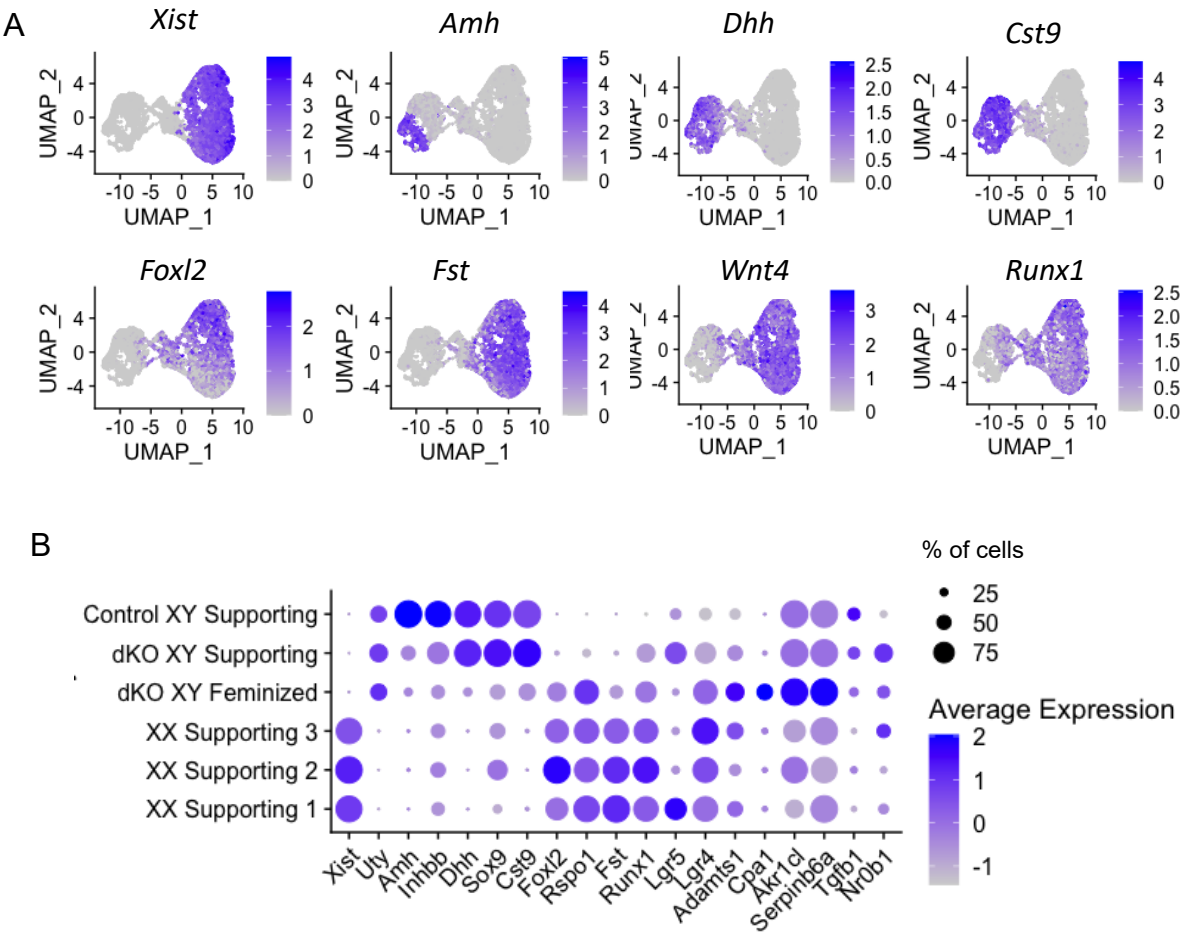

Supplemental Figure 5: Clustering of the supporting cells from control XY, dKO XY, and control XX gonads at E15.5. (A) Distribution on the UMAP of the female cell marker *Xist*, specific male supporting cell gene expression (*Amh*, *Dhh*, *Cst9*) and female supporting cell markers (*FoxL2*, *Rspo1*, *Fst*, *Runx1*). (B) Dot plots of genes used to identify each cluster. N= 2 biological replicates per group.

Supplemental Figure 6

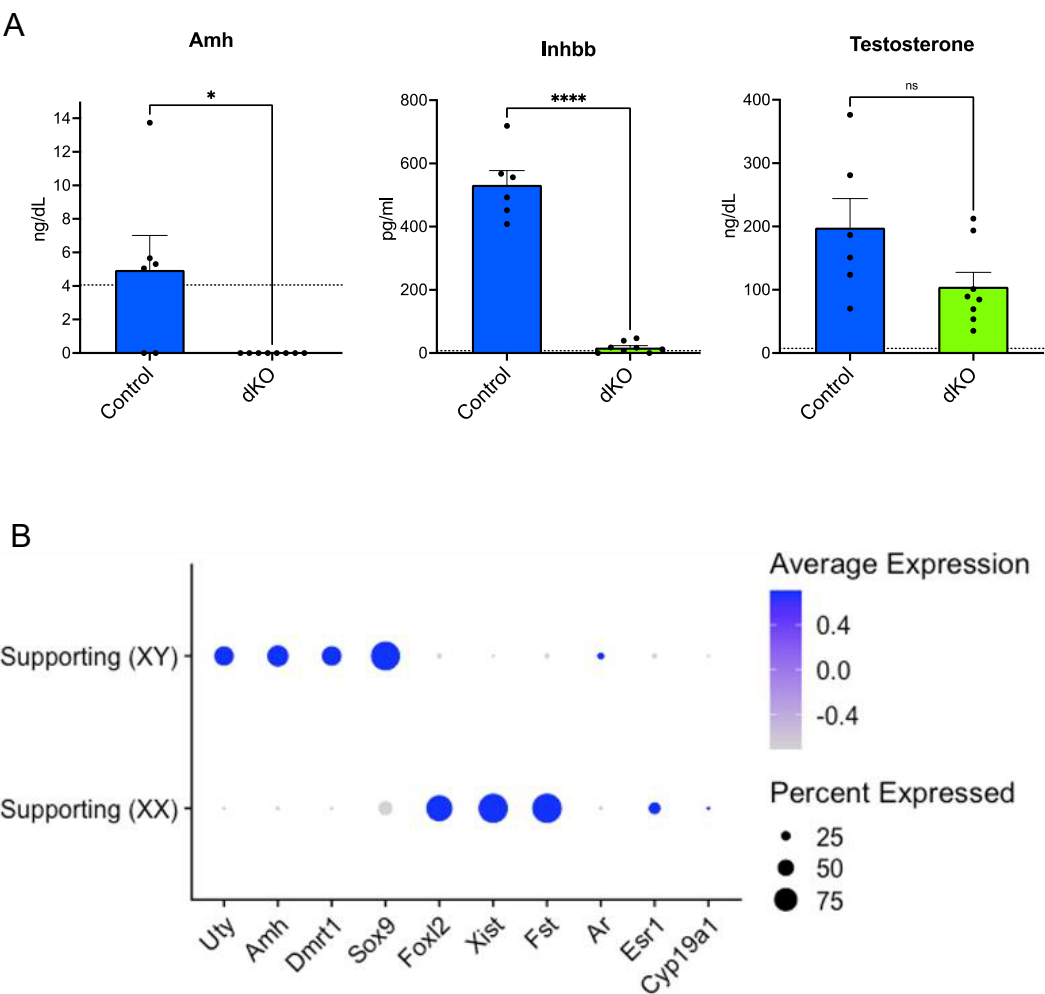

Supplemental Figure 6: Serum levels of AMH, activin B, and testosterone in control XY (n=6) and dKO XY (n=8) adult mice (Source data are provided as a Source Data file; two-tailed T-test, \* p= 0.01, \*\*\*\* p<0.0001) Bars depict average +/- SE. The dotted line shows the detection limit of the assay. (B) Dot plots of genes expressed in XY and XX supporting cells based on the single cell RNAseq dataset.

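Among the genes of these dot plots, *Lgr4* was at 148.9 ± 6.66 CPM (SD, n = 2) in control XX and 33.9 ± 0.835 CPM in control XY supporting cells (log2 fold change 2.08, standard error 0.123, adjusted p = 7.40e-07, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Lgr5* was at 84.4 ± 23.2 and 17.0 ± 2.22 CPM (log2 fold change 2.26) and *Esr1* at 17.6 ± 1.65 and 3.53 ± 0.893 CPM (2.32). *Tgfb1* had a log2 fold change of −1.67 and *Akr1cl* one of −1.24. *Adamts1* did not differ, at 52.1 ± 18.0 and 49.3 ± 9.17 CPM. In dKO XY, *Cpa1* was at 121 ± 54.0 CPM, above the 5.25 ± 1.59 CPM of control XY and the 26.3 ± 12.0 CPM of control XX.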

Supplemental Figure 7

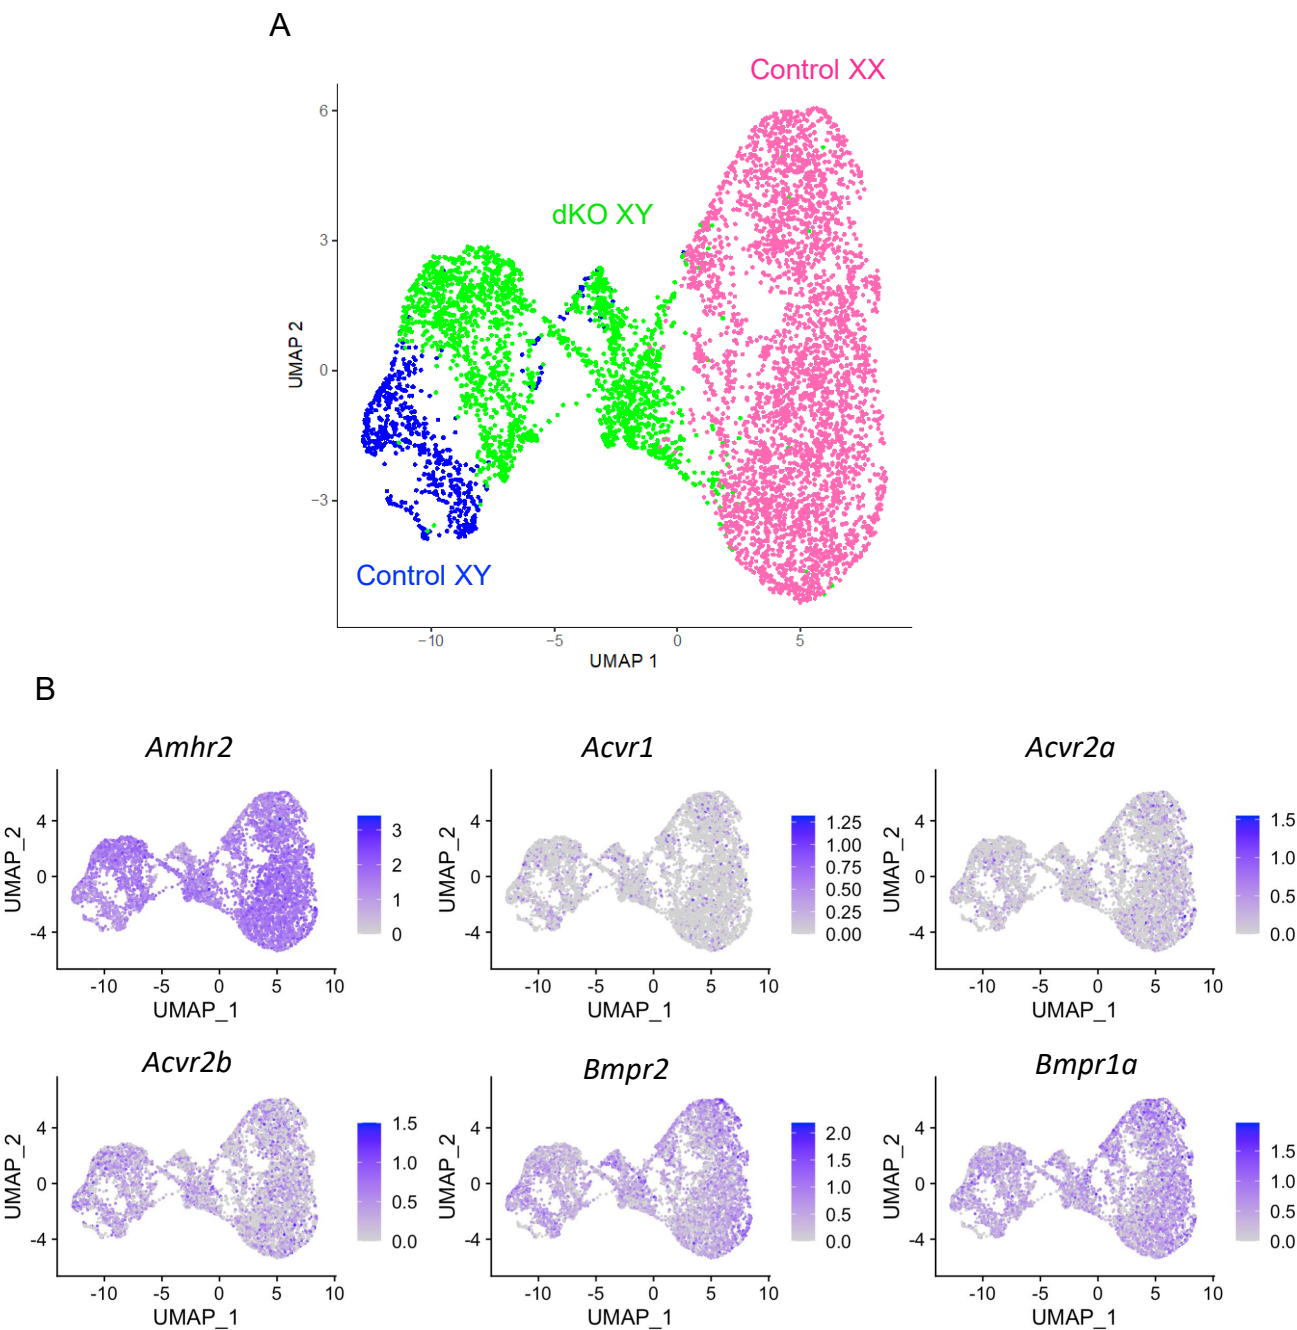

Supplemental Figure 7: (A) Single cell mRNA sequencing analysis and clustering of the supporting cells based on their genotypes: control XY (blue), dKO XY (green), and control XX (pink) gonads at E15.5. (B) Expression of receptors for AMH (*Amhr2*, *Bmpr2*, *Bmpr1a*) and activins (*Acvr1*, *Acvr2a*, *Acrr2b*) over the UMAP(A).

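In the summed supporting cells, *Amhr2* was at 334 ± 14.5 CPM (SD, n = 2) in dKO XY and 378 ± 24.2 CPM in control XX, against 206 ± 0.217 CPM in control XY. Its log2 fold change between dKO XY and control XY was 0.71 (standard error 0.118, adjusted p = 0.00301, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Bmpr2*, on chromosome 1 from 59763400 to 59879014, was at 49.5 ± 4.96 CPM in dKO XY and 81.8 ± 15.4 CPM in control XY (log2 fold change −0.72, adjusted p = 0.0171, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Bmpr1a* did not differ between them (−0.12, adjusted p = 0.654, edgeR quasi-likelihood test, Benjamini-Hochberg adjustment). *Acvr1* was at 8.89 ± 0.623 CPM in dKO XY, 14.3 ± 2.34 CPM in control XY and 7.35 ± 0.141 CPM in control XX. *Acvr2a* and *Acvr2b* were not called between dKO XY and control XY, with log2 fold changes of −0.18 and −0.10.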

# Supplementary material for: Somatic cell fate maintenance in mouse fetal testes via autocrine/paracrine action of AMH and activin B
**Source:** Nat Commun. 2022 Jul 15;13:4130. doi: 10.1038/s41467-022-31486-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Microarray data was obtained using the GeneChip® Command Console Software (AGCC; Version 3.2) and Expression Console (Version 1.2). Images were collected using Leica Application Suite X (LAS X v. 3.5.5.19976).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                            |
| Data analysis   | For the microarray, gene expression analyses were conducted with Partek software (Partek Genomics Suite v 7.19.1125, St. Louis, Missouri) using a one-way ANOVA comparing the RMA normalized log2 intensities. Prism (GraphPad Software v 9.3.0) was used to plot the log2 intensity data. Cell Ranger (v3.0) was utilized for count, alignment, filtering, cell barcode and UMI counting. Barcode swapping correction was performed. FASTQ files of the corrected cell count matrixes were generated. The data was analyzed using Seurat package (v.3.2.2) on RStudio (v. 1.3.1073). Seurat objects of each biological replicates were created (min.cells = 10, min.features = 400) and each biological replicate was combined using the "merge" function. A subset of the data was created using the following cutoffs: nFeature_RNA > 2500 & nFeature_RNA < 9000 & percent.mt < 25 & percent.Hbb < 20. The data was then normalized using the "NormalizeData" function (scale.factor = 10000). A linear model was applied to the data using the "Scaledata" command. PCA was run on the scaled data and visualization was done using UMAP with dims= 20. Differentially expressed marker genes in each cluster were found using FindAllMarkers function based on the Wilcoxon rank-sum test. Cluster identification was done according to established cell markers. Reclustering of male and female supporting cells as well as the feminized cluster was done using the "Subset" command, with data normalized and scaled, sorting out cells positive for Sycp3 and Tcf21 (germ and interstitial cell markers respectively). PCA was run on the scaled data and visualization was done using UMAP with dims= 8. A Seurat object from the reclustered cells was created and loaded into Monocle3 for pseudotime analysis to determine differentiation trajectory using Control XY supporting cells as time 0 (T0) in pseudotime. CellPhoneDB ( <a href="https://www.cellphonedb.org">https://www.cellphonedb.org</a> ), was used to predict cell-cell communication based on ligand-receptor interactions. Normalized counts were extracted from the Seurat object. Significant ligand-receptor pairs were called independently for wildtype males and dKO Germ, Supporting and Leydig cells respectively. The dotblot function in CellPhoneDB was used to plot the data. |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The GEO accession numbers for the data sets are: E12.5 microarray GSE196826; E15.5 microarray GSE196841 and E15.5 scRNAseq GSE196973. The data sets used for the CellphoneDB analysis are listed in <https://www.cellphonedb.org/downloads>. Code used is supplied under supplemental information.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                       |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | All experiments using mouse samples were performed on at least 4 independent biological replicates, except for the scRNA seq experiment that used 2 biological replicates. The number of biological replicates were determined based on accessibility of the tissues and the minimum number required to perform statistical analysis.                                                                                                 |
| Data exclusions | No data were excluded from the analysis                                                                                                                                                                                                                                                                                                                                                                                               |
| Replication     | Immunofluorescent experiments were repeated at least 4 times using independent biological replicates with successful replication. Microarray analysis was performed independently at each timepoint which included n=4 and n=5 independent biological replicates for the E12.5 and E15.5 timepoints respectively. Expression of key genes was recapitulated in the scRNA seq analysis data. Experiments were replicated successfully. |
| Randomization   | Biological samples were allocated into experimental groups based on genotype.                                                                                                                                                                                                                                                                                                                                                         |
| Blinding        | Blinding was not performed in this study because of the low availability of tissues from double KO animals.                                                                                                                                                                                                                                                                                                                           |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | Anti-DMRT1 (1:500; kindly provided by David Zarkower from University of Minnesota, reported in Raymond et al, 2000, PMC316999), FOXL2 (1:200, Novus Biologicals cat. #NB100-1277), LAMININ (1:300; Sigma #L9393), GCNA1 (1:1000, Abcam # ab82527), SYCP3 (1:300, Abcam # ab15093), SOX9 (1:300, TransGenic #KO608), NR2F2 (1:300, R&D Systems # PP-H7147-00) and AMH (1:500, Santa Cruz # sc-6886). Secondary antibodies were used at 1:200 dilution (Invitrogen/Life Technology): Donkey anti-rabbit Alexa 488 (A21206), Donkey anti-mouse Alexa 568 (A10037), Donkey anti-rat Alexa 594 (A21209), Donkey anti-goat Alexa 647 (A21447). |
| Validation      | These antibodies have been previously optimized in Raymond et al. 2000 PMID: 11040213 (Anti-DMRT1), Nicol et al. 2018 PMID:                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |

## Animals and other organisms

Policy information about [studies involving animals](#): [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Control and double knockout of Amh and Inhbb mice were generated from crossing the single heterozygous Amh +/- (Jax 002188) and Inhbb +/- (Jax 002442). Female mice were timed-mated, the day of detection of vaginal plug was considered embryonic day or E0.5. Tissues were collected at E12.5, E15.5 and adult. Gonads from E13.5 C57BL6/J (Jax 000664) mouse embryos were collected in the same manner for transplant experiments. |
| Wild animals            | No wild animals were used in this study                                                                                                                                                                                                                                                                                                                                                                                                |
| Field-collected samples | No field collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                    |
| Ethics oversight        | All mouse procedures were approved by the National Institutes of Health Animals Care and Use Committee, and were performed in accordance with an approved National Institute of Environmental Health Sciences animal study proposal.                                                                                                                                                                                                   |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

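Gonads of mouse embryos at E15.5 of 3 groups, control XY, dKO XY (lacking *Amh* and *Inhbb*) and control XX, with 2 libraries per group, were studied by single cell mRNA sequencing on the 10x Genomics platform. The authors deposited raw UMI counts per gene symbol and cell barcode for each library, for the barcodes called as cells, made with Cell Ranger v3.0 and a correction for barcode swapping, without normalization. Between 23157 and 24248 genes are listed per library. The 6 libraries differ in depth, and the cells that passed the filter held 182718495 and 210738206 UMIs in control XY, 221675316 and 191614272 in dKO XY and 150425497 and 118475468 in control XX. The microarray, histology and immunofluorescence of the paper were not analysed here.

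Counts were read in R 4.3.3 and merged over the union of the gene lists. Cells with more than 2500 and fewer than 9000 genes, less than 25% mitochondrial and less than 20% *Hbb* UMIs were kept. Clusters were computed with Seurat 5.3.0 with log normalization to 10000, 3000 variable genes without the 30 that the paper names for these data, 20 dimensions and a resolution of 0.21. Supporting cells with a log-normalized level under 1 of both *Sycp3* and *Tcf21* were clustered again with 8 dimensions and a resolution of 0.25. The principal components of all cells were kept for this. These subclusters were named from the Sertoli and granulosa lists alone, apart from one with germ cell transcripts. A cluster was named by the class of markers with the highest mean log2 fold, if at least 3 markers of the class had a UMI in at least 10% of its cells and a level at least 1.5 times that of all other cells. Where the Sertoli, granulosa or supporting lineage class led with fewer than 3 such markers, but these 3 classes had at least 3 together, the cluster was named supporting lineage of both sexes, which applied to 1 cluster of the clustering of all cells. The lists hold 11 Sertoli, 8 granulosa, 7 supporting lineage, 8 interstitial, 6 Leydig, 6 germ, 7 endothelial, 8 immune, 7 pericyte, 7 erythroid, 7 coelomic epithelial, 6 mesonephric tubule and 4 rete markers. Each class but the last pair gave the name of at least 1 cluster; no cluster was named by the mesonephric tubule markers, and the rete markers were used for a single test and not for names. Doublet scores were computed with the Scrublet method of scanpy 1.11.5. Its automatic threshold marked between 1 and 250 cells per library, so the alternative leaves out the 8% of cells with the highest scores of each library.

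UMIs were summed over the cells of a type in each library with at least 10 such cells. Differences were tested with edgeR 4.0.16 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest) with genotype as the only factor and with the libraries of all groups sharing one estimate of the spread. Leydig cells, absent from control XX, were fitted with the XY libraries alone. The library was a block where cell types of the same libraries were compared. P-values were adjusted by Benjamini-Hochberg and called under 0.05. DESeq2 1.42.0 was run as an alternative. Standard errors are the log2 fold change divided by the square root of the F statistic. Genes named in the text are the 45 that the paper names for these data and, for supporting, interstitial and Leydig cells, the 5 genes with the largest rise and the 5 with the largest fall among called genes with a mean log2 CPM of at least 5, a rule fixed with the design; other genes were chosen after their values were seen, and the results of some genes of this rule and of the marker lists are not reported here. Of the 45 genes, those called over all genes tested and, in brackets, over the list alone were 31 (33) between dKO XY and control XY, 34 (37) between control XX and control XY and 33 (35) between dKO XY and control XX supporting cells, 24 (26) in Sertoli-like cells, 35 (36) between feminized and control XY cells, 27 (30) between feminized and control XX cells, 29 (33) between feminized and dKO XY Sertoli-like cells, 14 (21) in interstitial, 13 (19) in Leydig and 2 (9) in endothelial cells.

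The position between control XY and control XX used log2 CPM with a prior count of 2. Order along the axis used cells thinned to 5000 UMIs in 20 bins. Coordinates are those of GENCODE M21 on GRCm38, in which all 45 genes were found by symbol; the authors' code names mm10, and the paper's text does not name the annotation release. The tests were checked on simulated data with 200 changed genes: edgeR recovered 68.5% of them for supporting cells with 8.05% false calls, 72.5% (6.45%) for Sertoli-like cells, 79.0% (7.60%) for feminized against control XX cells, 78.0% (12.4%) for interstitial, 83.0% (8.29%) for Leydig, 83.0% (8.79%) for endothelial, 84.0% (6.15%) for pericyte and 50.0% (13.0%) for immune cells, and 83.5% (5.11%) for Sertoli against Leydig cells.

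Alternatives were DESeq2, no filter on low counts, a replicate block, only the 2 groups compared, all variable genes, doublets left out, more than 1500 genes per cell, other settings of the second clustering, library size in place of TMM for the ligands and receptors, chosen after their values were seen, and each library left out in turn. Monocle and CellPhoneDB were not used here.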

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

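The tests of haemoglobin genes, of germ cell genes, of *Kctd14* in Leydig cells and in pericytes, of the mix of interstitial clusters, and of the genes that changed in opposite directions were chosen after the results were seen, and the subtraction of free RNA is an alternative added after the data were seen.

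The paper names the cell types of these libraries and shows ligands, receptors and their interactions in several of them, but reports no comparison of all genes between the genotypes in interstitial or Leydig cells, which was made here. Between dKO XY and control XY interstitial cells, 1186 of 16984 genes were called (692 higher, 494 lower in dKO XY). Without control XY replicate 1 the number was 336, without control XY replicate 2 it was 438 and without dKO XY replicate 2 it was 681. The largest rises among called genes were those of *Hbb-bs* (log2 fold change 3.50, standard error 0.484), *Kctd14* (2.84, 0.389), *Serpinb6b* (2.01, 0.217), *Nts* (1.96, 0.381) and *Col18a1* (1.36, 0.281), and the largest falls those of *Col25a1* (−2.02, 0.118), *Elavl2* (−1.85, 0.277), *Pdlim3* (−1.66, 0.273), *Col23a1* (−1.44, 0.152) and *Sostdc1* (−1.34, 0.189), over genes with a mean log2 CPM of at least 5. Genes within 10 Mb of *Amh* or *Inhbb* were called no more often than other genes (6.56% against 7.42%, odds ratio 0.877, p = 0.719, Fisher's exact test). This argues against sequence of another strain carried along with the knocked-out loci as the source of most calls. For the 17 genes called of 259 in this region it stays open. Among them are *Col18a1*, 3638695 bp from *Amh*, *Tle6* (log2 fold change 1.15), 783256 bp from *Amh*, and *Tmem37* (2.24), 645129 bp from *Inhbb*. With the XY libraries fitted alone, a pair of splits that put 1 control XY and 1 dKO XY library on each side called 0 genes. The split by genotype of these libraries called 1279. With 2 libraries per group this cannot exclude a batch that follows genotype. For a test of RNA released by other cells, the mean profile of each library was subtracted at the share that Sertoli markers set, 29.8% and 35.0% in control XY and 19.7% and 28.5% in dKO XY. After this, 515 of the 1279 genes (40.3%) were called in the same direction, while 85.4% kept at least 0.5 of their log2 fold change. Most genes thus kept their size and fewer kept their call, so a change within interstitial cells and free RNA cannot be told apart for this set of genes. The mix of the 3 interstitial clusters differed between the genotypes: the largest held 63.6% and 62.1% of the interstitial cells in control XY and 48.0% and 40.2% in dKO XY, and the smallest 6.74% and 6.02% against 15.6% and 11.3%. With each library weighted to one mix, 91.5% of the 1279 genes were called in the same direction, and 1499, 1488 and, in the smallest cluster, 45 genes were called within the clusters, which argues against another mix of these clusters as the source of most calls. A finer difference in composition was not tested. A response of interstitial cells to the lost ligands stays open and was not tested.

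Between dKO XY and control XY Leydig cells, 999 of 14415 genes were called (641 higher, 358 lower). The number was 800 without control XY replicate 1 and 1542 without dKO XY replicate 1. The largest rises, chosen in the same way, were those of *Kctd14* (log2 fold change 2.10, standard error 0.157), *Aqp5* (1.77, 0.147), *Ifitm1* (1.76, 0.149), *Mapk13* (1.66, 0.133) and, below these, *Mal* (standard error 0.150), and the largest falls those of *Ren1* (−2.01, 0.482), *Inhbb* (−1.90, 0.224), one of the knocked-out genes, *Gsta2* (−1.39, 0.108), *Cxcl12* (−1.18, 0.128) and *Hist1h1c* (−1.16, 0.275). After the subtraction of free RNA, 240 of the 999 genes (24.0%) were called in the same direction, and 75.8% kept at least 0.5 of their log2 fold change, so that free RNA and a change in Leydig cells cannot be told apart for the set as a whole.

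Some of the genes with the largest changes have a candidate source in other cells. Haemoglobin genes were higher in dKO XY in 100% of the gene and cell type pairs tested, but none of the 4 genes was called in supporting or in immune cells, so that free RNA of red cells and another source cannot be told apart. Over all cells but red cells, *Hbb-bs* was at 136 and 127 CPM in dKO XY libraries and at 12.1 and 25.6 CPM in control XY, but also at 159 and 67.0 CPM in control XX, so that a high level is not confined to dKO XY. Germ cell markers were called higher in dKO XY in 55.6% of the pairs of marker and cell type tested, which may come from free RNA of the more frequent germ cells. For *Kctd14*, higher in interstitial cells, Leydig cells and pericytes, the level in dKO XY Leydig cells was 12.1% of that in dKO XY supporting cells, within the range of the other granulosa markers, which leaves the source open for the 3 cell types together. In Leydig cells alone it was at least 2.08 times the highest level in endothelial, immune and pericyte cells of the same library, but this ratio was 2.34 and 2.58 in control XY, no lower than in dKO XY, so that free RNA and a rise within Leydig cells cannot be told apart there either. In pericytes it was 3.04% of the level in supporting cells, between those of *Irx3* (2.79%) and *Gng13* (4.18%), so that its rise there may come from free RNA.

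A difference between cell types was found for 59 genes that changed in opposite directions in supporting and interstitial cells of dKO XY gonads, while 499 genes changed in the same direction in both. The difference between the 2 effects was tested itself, with the library as a block, and it was called for each of these 59 genes and for 3565 of 17185 genes in all. Examples, chosen after their values were seen, are *Adamts19* (log2 fold change 1.95 in supporting and −1.04 in interstitial cells), *Inha* (−1.80 and 0.78) and *Acan* (−1.35 and 2.34). After the subtraction of free RNA, 98.3% of the 59 genes kept at least 0.5 of their log2 fold change in interstitial cells, and 35 of them were still called there. After the same subtraction in supporting cells, 53 of them (89.8%) were called there in the same direction. This argues against free RNA as the source of most of these changes. With each library weighted to one mix of the interstitial clusters, 89.8% of the 59 genes were called in the same direction in interstitial cells, which argues against the mix of these clusters as the source of most of their changes there. A finer difference in composition was not tested and stays open beside a response that differs between the cell types.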

How the results depend on the processing

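Principal components of supporting cells, the log scale for gene order and library size in place of TMM were chosen after the data were seen. So were the split of the control XY libraries, the subtraction of free RNA and the weighting to a common mix of interstitial clusters. The other alternatives were set before the data were examined. Of 125 values of comparisons under alternatives other than leaving out a library, 112 stayed within their limits and 13 moved, and of 438 values of single genes or cell types, 397 kept their direction and their side of the threshold, 7 lost and 12 gained a call and 22 moved. None reversed.

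Numbers of genes called moved as follows: in interstitial cells from 1186 to 710 with a replicate block; in Leydig cells from 999 to 2115 without a filter on low counts, to 2280 with a replicate block and to 1598 with doublets left out; in endothelial cells from 63 to 374 without the filter and to 109 with doublets left out. Listed ligands and receptors called against germ cells moved from 9 to 15 with doublets left out, counts that rest on germ cells of 1 library and so on an assumed spread. The position of dKO XY supporting cells moved from 0.353 to 0.395 with doublets left out, and that of feminized cells from 0.638 to 0.587 with all variable genes and to 0.605 with more than 1500 genes per cell. The share of genes higher in dKO XY that are also higher in control XX moved from 74.6% to 77.2% with only the 2 groups compared and to 72.0% with the control XY libraries split. On the log scale, 4 in place of 1 of 4 genes were midway before both *Dhh* and *Dmrt1* by the mean of the libraries. For each of these changes the cause was not tested.

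The replicate numbers do not pair the supporting or interstitial libraries: correlations of the differences between replicates 1 and 2 were −0.00333, −0.0996 and −0.181 in supporting and 0.103, −0.137 and −0.215 in interstitial cells. In Leydig cells, with XY libraries alone, the correlation was 0.109. The block lowered the number of calls in interstitial cells and raised it in Leydig cells.

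With each library left out in turn, a lone library is assumed to vary like the other groups. The numbers of genes called were then 1149 to 2800 between dKO XY and control XY supporting cells (1149 without control XY replicate 2), 5514 to 7795 between control XX and control XY, 5134 to 6504 between dKO XY and control XX, 963 to 1939 in Sertoli-like cells, 4207 to 5877 between feminized and control XY cells, 2638 to 4105 between feminized and control XX cells, 336 to 1269 in interstitial, 800 to 1542 in Leydig and 17 to 111 in endothelial cells. Positions were 0.330 to 0.377 for supporting, 0.187 to 0.219 for Sertoli-like and 0.624 to 0.652 for feminized cells. The share of dKO XY cells outside the Sertoli-like subclusters was 42.3% to 51.6% and the overlap with control XX 69.2% to 77.7%. The number of genes midway before both *Dhh* and *Dmrt1* was 0 to 1. Calls for a changed share of epithelial and supporting cells were lost without control XY replicate 1 or 2. *Inhba* in interstitial cells was at 419 to 437 CPM and *Tgfb2* in pericytes at 146 to 172 CPM. Of 271 values of single genes or cell types, 240 kept their direction and side, 13 lost and 4 gained a call and 14 moved, and of 78 values of comparisons 58 stayed and 20 moved.

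Depth limits what can be seen in the rarest cell types: control XY germ cells are 15 cells with 495496 UMIs, in which 3 counts are 6.05 CPM.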

Differences from the paper's values

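The epithelial cluster held 480 dKO XY cells, and the paper's supplementary table gives the paper's value of 84. None of the alternatives set before the data were examined comes within 1.5 times of the paper's value: 484 cells with all variable genes, 433 with cells scored as doublets left out and 642 with more than 1500 genes per cell. The paper's dKO XY column sums to 13398 cells, 454 fewer than the 13852 that the paper states, while its control XY and control XX columns sum to the stated totals.

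The second cluster of XY supporting cells held 14 control XX cells, and the paper's value is 8. With cells scored as doublets left out, an alternative set before the data were examined, the number is 8. With all variable genes a cluster with like leading genes, named there by granulosa markers, held 3 and 6 control XX cells per library, near the paper's value. With more than 1500 genes per cell there was no such separate cluster.

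The paper states that the receptor *Acvr1* is enriched in Sertoli cells. Its level here was lower in Sertoli than in Leydig cells of control XY gonads, with a log2 fold change of −1.26, and against the 15 germ cells of 1 library the log2 fold change was 0.20. Against Leydig cells it was lower under each alternative set before the data were examined, from −1.39 to −1.23, and in each control XY library alone (−1.12 and −0.77). The values of single libraries were scaled by library size and not by TMM. With library size, both libraries together gave −0.91. The other named ligands and receptors, *Amh*, *Inhbb*, *Amhr2* and *Acvr1b*, were higher in Sertoli cells.

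The paper states that control XY supporting cells form a single population. Here they fell in a pair of Sertoli-like subclusters, of 360 and 237 cells, and in the unnamed subcluster, of 35 cells. No setting that was run put all of them in one. The paper's supplementary table also divides them, with most in a cluster that holds few dKO XY cells. With principal components of the supporting cells alone, chosen after the data were seen, one Sertoli-like subcluster held 123 and 213 control XY cells and 4 and 2 dKO XY cells per library. The other control XY cells lay in further subclusters. That setting is nearer to the paper's methods, which describe a PCA of the reclustered cells, while the main setting kept the principal components of all cells. The mixing of the genotypes in the main subclusters thus depends on this choice.

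The paper states that genes of XX supporting cells rise before genes of XY supporting cells fall. Here the order of midpoints between the control levels was measured, which is not the order in which changes begin. A gene that rises only in part is midway late or never, such as *Foxl2*, which reached 0.370 of the way in the last bin of dKO XY replicate 1. On the CPM scale, 1 of the 4 genes of XX supporting cells was midway before both *Dhh* and *Dmrt1*, also under the alternatives set before the data were examined, except that it was 0 without dKO XY replicate 1. On a log scale, chosen after these values were seen, all 4 were by the mean of the libraries, but in neither library alone. These 4 genes were higher in dKO XY than in control XY Sertoli-like cells, where *Dhh* and *Dmrt1* were not called. That goes in the direction of the paper's order, but free RNA was not excluded for *Rspo1* and *Foxl2* and was not tested for *Wnt4*.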

Other observations

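The tests of a fixed share of feminized cells, of *Runx1* in other cell types, of Leydig markers, of XX cells and of rete markers were chosen after the results were seen.

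Germ cells were 0.151 ± 0.0978% (SD, n = 2) of the cells in control XY, 4.97 ± 0.114% in dKO XY and 4.82 ± 0.0772% in control XX libraries, and supporting cells were also less frequent in control XY. Cells of the testis cords may have been broken more often when control XY gonads were dissociated. Germ markers in endothelial, immune and pericyte cells, over what the captured germ cells would give, were 2.65 times as high in control XY as in dKO XY. A loss of cord cells and a true difference in number cannot be told apart, since only 15 and 7 germ cells were captured in the control XY libraries. The share of barcodes with a high mitochondrial share differed between the genotypes as well, which was not tested further.

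Granulosa genes were higher in dKO XY than in control XY Sertoli-like cells, which could come from free RNA of dKO XY feminized cells. For *Rspo1*, *Fst* and *Foxl2*, the lowest ratio of the level in Sertoli-like cells to the highest of endothelial, immune and Leydig cells of the same library was 0.816, and for these 3 genes free RNA and expression in Sertoli-like cells cannot be told apart. The ratio differed between the 2 libraries for *Fst* (1.11 and 3.04) and *Foxl2* (0.816 and 4.55), and for *Rspo1* it was 1.11 and 1.15, but the level of *Rspo1* in endothelial cells (7.51 and 3.56 CPM) was below that in Sertoli-like cells (17.9 and 23.4 CPM). For *Runx1*, the level was at least 3.21 times the higher of endothelial and Leydig cells, against 0.322 and 0.253 times in control XY, which argues against free RNA as its source, although immune cells express *Runx1* themselves. A fixed share of feminized cells counted among the Sertoli-like cells would raise each gene by a like share of its rise in feminized cells. The rise of *Runx1* was 48.5% of that in feminized cells, against 5.43% and 7.56% in the 2 libraries for *Rspo1*, 4.74% on average for *Fst* and 6.40% for *Foxl2*, which excludes a fixed share as the cause for all 4. *Runx1* may rise in dKO XY Sertoli-like cells before other granulosa genes, which is a hypothesis found and tested on the same data.

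Leydig markers were higher in dKO XY feminized than in dKO XY Sertoli-like cells. Free RNA from Leydig cells or doublets with them would bring each marker at a like share of its level in Leydig cells, but the excess was 0.261% for *Cyp17a1*, 0.927% for *Insl3*, 1.37% for *Cyp11a1*, 1.61% for *Star* and 1.80% for *Hsd3b1*. In both libraries, feminized cells had less *Cyp17a1* (72.5 and 70.3 CPM) than endothelial cells (188 and 389 CPM), and also less *Cyp11a1* and *Insl3*. *Star* and *Hsd3b1* were higher than in endothelial cells in replicate 1 (32.9 against 17.6 and 74.8 against 37.3 CPM) and lower in replicate 2. Free RNA as a source of these levels is thus not excluded. No biological explanation was tested.

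The dKO XY cells in the granulosa-like cluster were tested as possible XX cells in the dKO XY libraries, and 98.3% of them had a UMI of a Y-linked gene. The dKO XY feminized cells were also compared with rete or supporting-like cells by the markers *Pax8*, *Aldh1a3*, *Cdh16* and *Krt7*, of which 1, *Aldh1a3*, was higher than in both dKO XY Sertoli-like and control XX granulosa-like cells. *Krt7* was lower than in control XX (log2 fold change −1.66).

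In endothelial cells, 63 of 12057 genes were called between dKO XY and control XY (17 without control XY replicate 2), in pericytes 31 of 12002 and in immune cells 2 of 11268, where 849 had an unadjusted p under 0.05.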
